# Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing *in Vivo*

**DOI:** 10.1534/g3.115.020271

**Published:** 2015-07-14

**Authors:** Amanda L. Hughes, Oliver J. Rando

**Keywords:** chromatin, epigenomics, gene regulation

## Abstract

Packaging of genomic DNA into nucleosomes is nearly universally conserved in eukaryotes, and many features of the nucleosome landscape are quite conserved. Nonetheless, quantitative aspects of nucleosome packaging differ between species because, for example, the average length of linker DNA between nucleosomes can differ significantly even between closely related species. We recently showed that the difference in nucleosome spacing between two Hemiascomycete species—*Saccharomyces cerevisiae* and *Kluyveromyces lactis*—is established by *trans*-acting factors rather than being encoded in cis in the DNA sequence. Here, we generated several *S. cerevisiae* strains in which endogenous copies of candidate nucleosome spacing factors are deleted and replaced with the orthologous factors from *K. lactis*. We find no change in nucleosome spacing in such strains in which H1 or Isw1 complexes are swapped. In contrast, the *K. lactis* gene encoding the ATP-dependent remodeler Chd1 was found to direct longer internucleosomal spacing in *S. cerevisiae*, establishing that this remodeler is partially responsible for the relatively long internucleosomal spacing observed in *K. lactis*. By analyzing several chimeric proteins, we find that sequence differences that contribute to the spacing activity of this remodeler are dispersed throughout the coding sequence, but that the strongest spacing effect is linked to the understudied N-terminal end of Chd1. Taken together, our data find a role for sequence evolution of a chromatin remodeler in establishing quantitative aspects of the chromatin landscape in a species-specific manner.

Eukaryotic genomes are packaged into a repeating subunit, the nucleosome, comprising ∼147 bp of DNA wrapped around an octamer of histone proteins. Because the linker DNA between nucleosomes is more accessible to DNA-binding factors than is nucleosomal DNA, the detailed positions of nucleosomes across the genome are a subject of key importance for understanding transcriptional regulation (Zhang and Pugh 2011; Hughes and Rando 2014). Genome-wide surveys in a multitude of eukaryotes all reveal similar qualitative features of chromatin architecture, with nucleosome-depleted regions (NDRs) found at regulatory regions such as promoters and relatively well-positioned nucleosomes flanking these NDRs.

Multiple distinct mechanisms responsible for establishing the chromatin landscape have been identified over decades of study. Nucleosome assembly is thermodynamically disfavored over relatively stiff Poly(dA:dT) sequences (Drew and Travers 1985; Anderson and Widom 2001); therefore, in a number of species (such as the budding yeast *S. cerevisiae*) promoters are thought to “program” intrinsic nucleosome depletion using such sequences (Iyer and Struhl 1995; Sekinger *et al.* 2005; Yuan *et al.* 2005; Yuan and Liu 2008; Kaplan *et al.* 2009; Zhang *et al.* 2009). Although *cis*-acting genomic sequence plays a key role in establishing nucleosome depletion at yeast promoters, the vast majority of nucleosome positions are established by *trans*-acting factors, a fact emphasized by the vast improvement in recapitulating relatively accurate *in vivo* nucleosome positions by supplementing *in vitro* reconstitutions with whole cell extract (Zhang *et al.* 2011). The requirement for ATP in such reconstitution studies underlines the key role of the general class of ATP-dependent chromatin remodelers in establishing nucleosome positions *in vivo* (Clapier and Cairns 2009).

Although qualitative features of promoter chromatin architecture are conserved across species, quantitative features can differ significantly between even closely related species. We previously surveyed nucleosome positioning across 16 species of Ascomycete (Tsankov *et al.* 2010; Tsankov *et al.* 2011; Xu *et al.* 2012), finding that features such as average linker length differ dramatically between species in this phylogeny. These quantitative differences in chromatin architecture provide a mechanistic toolbox for understanding how chromatin structure is established. For example, using *Saccharomyces cerevisiae* strains (average linker ∼15–20 bp) carrying artificial chromosomes comprising large fragments of the *Kluyveromyces lactis* genome (average linker ∼30 bp), we found that nucleosomes over the *K. lactis* sequences adopted the shorter average linkers characteristic of *S. cerevisiae* (Hughes *et al.* 2012). This result demonstrates that nucleosome spacing is not encoded in the genomic sequence and instead is established by some *trans*-acting factor in the *S. cerevisiae* host environment.

Here, we sought to identify the “molecular ruler” responsible for the differences in nucleosome spacing between *K. lactis* and *S. cerevisiae*. We generated *S. cerevisiae* “factor swap” strains in which deletion of an endogenous gene was complemented with the *K. lactis* ortholog, and we performed MNase-Seq to map nucleosomes in these strains. We tested several candidates likely to play a role in establishing the global linker length in these organisms, finding no significant effect of interspecies differences in Isw1 or Hho1 on nucleosome spacing. In contrast, we confirmed that deletion of the ATP-dependent chromatin remodeler Chd1 causes a loss of 3′ nucleosome positioning (Gkikopoulos *et al.* 2011) and, more interestingly, found that *K. lactis* Chd1 not only was able to complement this loss of positioning but also generated nucleosomal arrays with increased spacing. Expression of chimeric Chd1 proteins revealed that sequences responsible for the increased linker length are dispersed throughout the protein, and that the greatest individual effect on linker length was observed for swaps affecting the understudied N-terminus of Chd1. Together, these results reveal that sequence differences in a single protein can drive substantial global changes in chromatin packaging between species.

## Materials and Methods

### Yeast strains

Yeast strains were derived from the diploid *CHD1* S288C strain, BY4743. The coding region of each gene was deleted with *URA3*, and URA+LYS+ (HIS+, for *chd1* strains undergoing integrative swap) haploid segregants were selected. *K. lactis HHO1* (Klla0D: 580781–582918) and *ISW1* (Klla0F: 645288–649248) genes flanked by *Xho*I and *Sac*II restriction sites were ligated into the pRS415 yeast centromeric plasmid with *LEU2* marker, whereas *IOC3* (Klla0F: 2162754–2159132) was cloned into pRS413 yeast centromeric plasmid with *HIS3* marker using *Xho*I and *Sac*I restriction digestion. The *S. cerevisiae* copy of *CHD1* (V:504762-509897) with engineered *Bam*HI and *Sac*II restriction sites was cloned into pRS415; the coding region was then replaced with that of *K. lactis* by recombination of the plasmid with a *K. lactis CHD1* PCR product with flanking *S. cerevisiae CHD1* sequence. The deletion strains were transformed with either vector alone or the plasmid bearing the *K. lactis* gene. For *CHD1*, the *K. lactis* complementation strains were also made via homologous recombination of the *K. lactis* PCR product into the *S. cerevisiae* endogenous locus in the haploid deletion strain. Transformants with this product were selected on 5-FOA media after an overnight outgrowth in YPD and integration was confirmed via colony PCR. Additionally, for a wild-type comparison, an *S. cerevisiae* PCR product was reintegrated into the deletion strain and selected as for the *K. lactis* complementation. Chimeric *CHD1* were generated first by recombination of portions of the *K. lactis* gene into the *S. cerevisiae* plasmid and then by transformation into the deletion strain, selecting for recombination into the endogenous locus by 5-FOA selection. PCR-based C-terminal tagging (Tagwerker *et al.* 2006) of Chd1 was performed: the HB module of pFA6-HBH-kanMX6 was replaced with HA sequence at PacI/AscI, and the resultant plasmid was used for generation of an HA-containing PCR product targeting the C-terminus of Chd1, which was integrated and selected for by kanamycin resistance.

### Yeast growth

Plasmid-bearing strains were grown in Synthetic Dextrose plus uracil media to maintain plasmids. Chd1 integrated strains were grown in YPD media. All yeasts were grown in 200 ml of media at 30° overnight until approximately 0.5 OD_600_.

### Mononucleosomal DNA isolation

Yeast cultures (200 ml) were fixed in 1.85% formaldehyde at 30° and shaking for 30 min. Cell pellets were resusupended in 1.2 ml of cell breaking buffer (10 mM Tris, pH 7.4, 20% glycerol) with Sigma protease inhibitors and split into two screw cap tubes with approximately 0.6 ml of 0.5 mm zirconium silica beads (Biospec Products). The cell wall was broken on a cold aluminum rack in a Mini Bead Beater (Biospec Products). The cells were collected and subjected to 20 min of micrococcal nuclease digestion (with a titration range of MNase levels, typically ∼1–20 Units) at 37° in NP buffer (50 mM sodium chloride, 10 mM Tris, pH 7., 5 mM magnesium chloride, 1 mM calcium chloride, 0.5 mM spermidine, 1 μl/ml β-mercaptoethanol, and 0.01% NP-40). The reaction was stopped (150 μl of 50% sodium dodecylsulfate, 0.05 M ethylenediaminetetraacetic acid) and proteins were removed with 5 μl 20 mg/ml proteinase K at 65° overnight. Digestions were chosen to have mostly mononucleosomal-sized DNA with some dinucleosomal and visible trinucleosomal DNA (Supporting Information, Figure S8)—the precise MNase amounts used for each condition differ based on the precise OD of cells collected and the strain being digested. Mononucleosomal DNA was purified by extraction with equal volume phenol:chloroform:isoamyl alcohol, precipitated with 0.1 volumes sodium acetate and 2.5 volumes ethanol, and treated with RNase solution (Sigma) at 37° for 1 hr. Digestion ladders were assessed by running 5 μl on a 2% agarose gel. Half (25 μl) of the appropriate digestion was treated with calf intestinal phosphatase (NEB) at 37° for 45 min. The mononucleosomal band was gel-purified from a 1.8% agarose gel using Freeze N’ Squeeze columns (BioRad), was extracted with an equal volume of phenol:chloroform:isoamyl alcohol, and was ethanol-precipitated overnight.

### Deep sequencing library preparation

Approximately 250 ng of mononucleosomal DNA was end-cleaned with END-it (Epicentre) in a 40 μl reaction. AMPure XP beads (Beackman Coulter) were used to clean the reaction with 1.8× beads and were washed once with 70% ethanol. The beads were resuspended with 21.25 μl water and the DNA was then A-tailed with Klenow exo- DNA Polymerase (Epicentre) in a 25 μl reaction on the beads. This reaction was cleaned on the beads by adding 1.8× ABR buffer (15% PEG, 2.5 M sodium chloride) and washed with 70% ethanol. The beads were resuspended with 11.75 μl water and 0.6 μl of 10 nM barcoded adapters was added; a 15 μl ligation reaction was performed at room temperature for 1 hr, the reaction mixture was made up to 25 μl, and the ligation was continued at 16° overnight. The ligation reaction was cleaned on the beads by adding 1.3× ABR buffer, washed twice with 70% ethanol, and eluted with 39 μl water. Two-thirds of the ligated DNA was used for two 25 μl Pfx PCR reactions using 10 and 12 cycles of the PCR extensions. A portion of the PCR reactions (4 μl) was run on a gel to check the presence and size of the product. Final PCR with the remaining one-third of the ligated material was repeated with the best cycling conditions for each sample. PCR reactions were pooled and mixed with 1.3× AMPure beads, washed on the beads two times with 70% ethanol, and eluted in 20 μl water. One-tenth of the purified library was used to quality-check the library by StrataCloning, which requires an initial A-tailing reaction with Taq DNA Polymerase. KAPA Library Quantification Kit was used on a serial dilution of 1 μl of each library to estimate the relative concentrations, and the libraries were mixed 1:1 and sent to the UMass deep sequencing core for paired-end Illumina Genome Analyzer IIx (*K.lac HHO1* [5652904 reads], *hho1d* [4950620 reads], *Klac IOC3ISW1* [4481125 reads], and *ioc3disw1d* [6429270 reads]), Illumina MiSeq (*Scer CHD1*plasmid [1248864 reads], *chd1d* [1482529 reads], *Scer CHD1* [1850101 reads], *Klac CHD1* [954556 reads], and *Klac CHD1*plasmid [1718781 reads]), and Illumina HiSequation 2000 (*Klac*Nterm [5738558 reads], *Klac*Cterm [5489420 reads], *Klac*N+Cterm [6008678 reads], *Klac*ATPase [6221156 reads], *ScerCHD1*plasmid #2 [11110533], *chd1d* #2 [12938481 reads], *ScerCHD1* #2 [16030049 reads], *KlacCHD1* #2 [9148367 reads], *KlacCHD1*plasmid #2 [14809596 reads], *Klac*N1-194 [31500245 reads], *Klac*N1-176 [27774619 reads], *Klac*N177-340 [36663544 reads], and *Klac*N195-340 [26284524 reads]).

### Data analysis

Raw fastq files were separated by barcode using Novobarcode. Sequences were aligned to the SacCer3 genome using bowtie2 with its defaults and filtered to keep only the uniquely mapped reads, separating reads into Watson and Crick alignment. To make TSS alignments, aligned reads were counted using genomeCoverageBed for every base pair. The cross-correlation between Watson and Crick reads was used to infer fragment length and reads were extended to the fragment length and recounted for the full fragment using genomeCoverageBed. The genome average base pair count was averaged to 1 and alignments were made using 500 bp upstream of the edge of the +1 nucleosome [as defined in Tsankov *et al.* (2010)] to the end of the gene, averaging normalized reads in 10 bp bins.

To call nucleosome positions, the first base pair of each read was added and the Watson and Crick reads were combined in order, first by chromosome and then by base pair, generating a tab delimited file with chromosome, base pair, F/R, and count. This file was then used in a Template Filtering algorithm with seven nucleosome templates [developed in Weiner *et al.* (2010)] to call nucleosome positions genome wide. To assign nucleosomes to genes and designate the +1 and −1 nucleosomes, a homemade perl script scanned nucleosome calls up to 500 bp upstream of the coding region to find the nucleosome depleted region (a linker length more than 100 bp) upstream of the gene, the +1 and −1 nucleosomes were designated as the flanking nucleosomes, and the positions of the genic nucleosomes were assigned to each gene. The average distance between the genic nucleosomes was determined for each gene, as was the distance between the center of the +1 and +3 and +3 and +5 nucleosomes. The distance of each genic nucleosome from the edge of the +1 nucleosome was determined; only nucleosomes that shifted less than 150 bp were considered (to avoid cases in which nucleosomes were lost/gained or miscalled) to calculate average shifts and obtain p-values using a two-tailed, paired *t*-test.

The RNA Polymerase II occupancies defined in the unstressed wild-type strain in Kim *et al.* (2010) were used to separate genes by Pol2 occupancy. The wild-type and *chd1* mutant strain turnover rates from Radman-Livaja *et al.* (2012) were used to separate genes by average coding region turnover as well as the difference in 3′ turnover.

### Data availability

Data are available at GEO, accession #GSE66979.

## Results

We set out to identify the molecular basis for the difference in average nucleosome spacing between *Kluyveromyces lactis*, (∼175–180 bp repeat length) and *Saccharomyces cerevisiae* (∼160–165 bp repeat length) (Heus *et al.* 1993; Tsankov *et al.* 2010). Because traditional QTL mapping cannot be performed between reproductively isolated species, we instead took a candidate approach to the question of how quantitative differences in nucleosome spacing arise. To test specific chromatin remodelers for internucleosomal spacing function, we deleted candidate factors from *S. cerevisiae* and complemented them with the orthologous gene from *K. lactis*. Depending on the number of loci contributing to this quantitative trait, mapping nucleosomes genome-wide in the deletion and complementation strains could potentially identify key factors underlying this evolutionary divergence in nucleosome spacing.

Our initial list of factors included the linker histone H1 (encoded by *HHO1*) and several ATP-dependent remodeling enzymes including Isw1-containing complexes and the Chd1 remodeler. H1 has long been understood to play a role in nucleosome spacing (Van Holde 1989) because, for example, nucleosome spacing significantly decreases in murine ES cells lacking three of the five H1 isoforms encoded in the mouse genome (Fan *et al.* 2005). Moreover, a recent physical modeling study found that nucleosome spacing in 11 out of 12 fungal species could be modeled with a two parameter model, with the sole failure of the model—to explain the long spacing of *K. lactis*—being hypothesized to reflect H1 in this species interfering with DNA “breathing” (Mobius *et al.* 2013). The rationale for choosing Isw1 and Chd1 ATP-dependent remodelers is based on the well-established role for Isw-class remodelers in nucleosome sliding and spacing *in vitro* (Ito *et al.* 1997; Vary *et al.* 2003; Stockdale *et al.* 2006; Yang *et al.* 2006), as well as the dramatic loss of periodic nucleosome spacing observed in yeast lacking Isw1 and Chd1 (Gkikopoulos *et al.* 2011). Additionally, the structure of ISW1a DNA binding domains in complex with nucleosomes has suggested a mechanism for physically measuring linker length (Yamada *et al.* 2011).

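Mononucleosomal DNA from micrococcal nuclease (MNase) digestions of 4 strains was sequenced on the Genome Analyzer IIx, with 1 sample per strain. The strains were *hho1*Δ, *hho1*Δ with *K. lactis HHO1* on a plasmid, *ioc3*Δ*isw1*Δ, and *ioc3*Δ*isw1*Δ with *K. lactis IOC3* and *ISW1* on plasmids. *HHO1* encodes the linker histone H1. All 4 strains were grown in synthetic dextrose medium with uracil. The paper reports 4950620 reads for *hho1*Δ, 5652904 reads for *K. lactis HHO1*, 6429270 reads for *ioc3*Δ*isw1*Δ and 4481125 reads for *K. lactis IOC3 ISW1*. The authors aligned the reads to the SacCer3 genome, extended each read to the fragment length, set the genome average occupancy to 1 and averaged the occupancy of each gene in 10 bp bins from 500 bp upstream of the edge of the +1 nucleosome. In the files of these strains each gene's row ends 1000 bp past that edge. All 5263 genes were used. Every value is a multiple of the occupancy that a single read adds to a bin, and from that step the average base was covered by 39.1 extended reads in *hho1*Δ, 57.5 in *K. lactis HHO1*, 44.3 in *ioc3*Δ*isw1*Δ and 44.8 in *K. lactis IOC3 ISW1*.
From the average profile over all genes, the peaks of the +1 to +6 nucleosomes were located with a parabola fitted over 50 bp on either side of each maximum. The repeat length is the slope of peak position on nucleosome number. A 95% interval came from 1000 bootstrap resamples of the genes. This interval covers the choice of genes and not the variation between cultures, because each strain has a single sample. The wild-type BY4741 profile of Figure 1 is not in the files analysed here, so each swap strain was compared with its deletion strain. The peaks lay 88.5 to 91.2 bp past the +1 edge for the +1 nucleosome and 913.3 to 923.0 bp past it for the +6 nucleosome.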

Genome-wide nucleosome mapping in *S. cerevisiae* strains lacking these factors, or carrying the *K. lactis* orthologs, revealed no effect of histone H1 or of the Isw1a complex in establishment of nucleosome spacing *in vivo* (Figure 1). 

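In the S288C reference annotation (R64), *ISW1* (YBR245C) lies on chromosome II from 708150 to 711539 on the minus strand, *IOC3* (YFR013W) on chromosome VI from 169922 to 172285 on the plus strand, and *HHO1* (YPL127C) on chromosome XVI from 308828 to 309604 on the minus strand. *ISW1* has no row in the files. Occupancy over the coding region of *HHO1* was 0.0000 in both *HHO1* strains and 1.17 and 1.24 in the *ioc3*Δ*isw1*Δ and *K. lactis IOC3 ISW1* strains, where 1 is the genome average. Occupancy over the coding region of *IOC3* was 0.65 in *ioc3*Δ*isw1*Δ and 0.68 in *K. lactis IOC3 ISW1*, against 1.23 in *hho1*Δ and 1.22 in *K. lactis HHO1* (no replicates). The methods state that deletion strains received the vector alone. The plasmid marker *LEU2* (YCL018W, chromosome III from 91324 to 92418) had an occupancy of 4.08 in *hho1*Δ, 3.62 in *K. lactis HHO1*, 2.25 in *ioc3*Δ*isw1*Δ and 1.59 in *K. lactis IOC3 ISW1*. The marker *HIS3* (YOR202W, chromosome XV from 721946 to 722608), which the methods place on the vector for *IOC3*, had an occupancy of 2.91 in *ioc3*Δ*isw1*Δ and 2.43 in *K. lactis IOC3 ISW1*, against 1.23 and 1.07 in the *HHO1* strains.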

For Isw1, we generated deletion and swap strains for the ATPase subunit Isw1 in combination with Ioc3 (which binds Isw1 to form the Isw1a complex). 

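The repeat length from +1 to +6 was 164.30 bp in *hho1*Δ (95% bootstrap interval over genes 163.73 to 164.90 bp, no replicates) and 164.73 bp in *ioc3*Δ*isw1*Δ (163.89 to 165.28 bp, no replicates). These intervals overlap. With no wild-type sample of this sequencing run in the files analysed here, the nearest strains with intact *HHO1*, *IOC3* and *ISW1* are the *S. cerevisiae CHD1* strains of Figure 2, which were sequenced on other instruments and whose repeat lengths, from +1 to +7, were 165.36 bp for the plasmid strain, grown in the same medium, and 163.29 bp for the integrated strain. Both deletion strains fall between them. Occupancy in the nucleosome-depleted region was 0.228 in *hho1*Δ and 0.231 in *ioc3*Δ*isw1*Δ, and the heights of the +1 nucleosome were 1.34 and 1.42. From profiles in which the peaks of the deletion strains lie with those of wild type (Figure 1), the paper concludes that neither factor has a general effect on chromatin structure.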

Deletion of either the Isw1a complex or histone H1 does not have a general effect on chromatin structure, particularly with regard to internucleosomal spacing. 

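The repeat length was 165.33 bp with *K. lactis HHO1* (95% bootstrap interval over genes 164.73 to 166.04 bp) and 166.32 bp with *K. lactis IOC3 ISW1* (165.17 to 166.97 bp), each from 1 sample. The difference from the matching deletion strain was 1.03 bp for *HHO1* (0.60 to 1.47 bp) and 1.59 bp for *IOC3 ISW1* (0.95 to 2.11 bp). In calls of single genes, the median internucleosome distance barely differed for *HHO1*, at 165.59 bp against 165.55 bp in *hho1*Δ. It was 167.30 bp with *K. lactis IOC3 ISW1* against 166.51 bp in *ioc3*Δ*isw1*Δ. Measured from +1 to +6, the distance between average peaks was longer by 5.51 bp with *K. lactis HHO1* and by 8.76 bp with *K. lactis IOC3 ISW1*. At +2, +3, +4 and +5 the differences were 2.32, 1.09, 2.27 and 4.78 bp for *HHO1*. For *IOC3 ISW1* they were 0.59, -0.55, 1.65 and 3.78 bp. None of these differences has a replicate check, and coverage of *IOC3* does not show its deletion in the *IOC3 ISW1* strains. The *ioc3*Δ*isw1*Δ sample also had raised occupancy of chromosome XII, at 1.39 relative to the samples of this experiment. The *S. cerevisiae CHD1* plasmid and integrated strains of Figure 2, which carry the same Chd1 but were grown in different media, differed by 2.07 bp in repeat length. They also differed in occupancy over the *CHD1* coding region, at 1.96 and 1.90 on the plasmid against 1.23 and 1.26 integrated. The choice that moved the repeat length differences of the swaps most was the part of the array used. The slope from +3 on gave 1.58 bp for *HHO1* and 3.01 bp for *IOC3 ISW1*. From the aligned profiles of Figure 1, the paper states that the swaps do not increase spacing. It proposes that divergence of these proteins does not account for the difference between species, or that the *K. lactis* proteins do not work in *S. cerevisiae*.

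**Figure D1:**
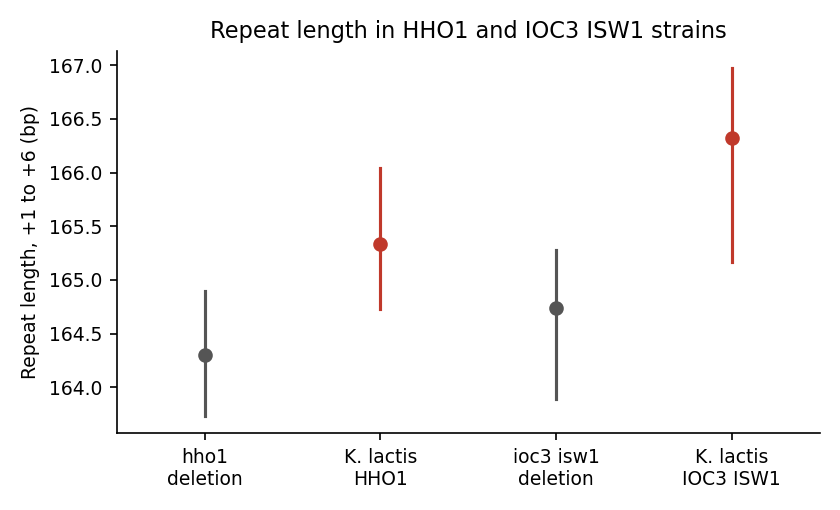
Repeat length (bp) of the average profile from +1 to +6 in the 4 *HHO1* and *IOC3 ISW1* samples, with points for the samples and lines for the 95% bootstrap interval over genes. The vertical axis does not start at 0. The deletion strains lie at 164.30 and 164.73 bp and the strains with the *K. lactis* genes at 165.33 and 166.32 bp.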

Swap strains carrying the *K. lactis* orthologs of these factors do not exhibit increased nucleosome spacing as assayed by genome-wide nucleosome mapping, suggesting that sequence differences in these proteins are not responsible for the difference in average linker length between these species (or that the *K. lactis* orthologs are not functional in *S. cerevisiae*; see *Discussion*).

**Figure 1:**
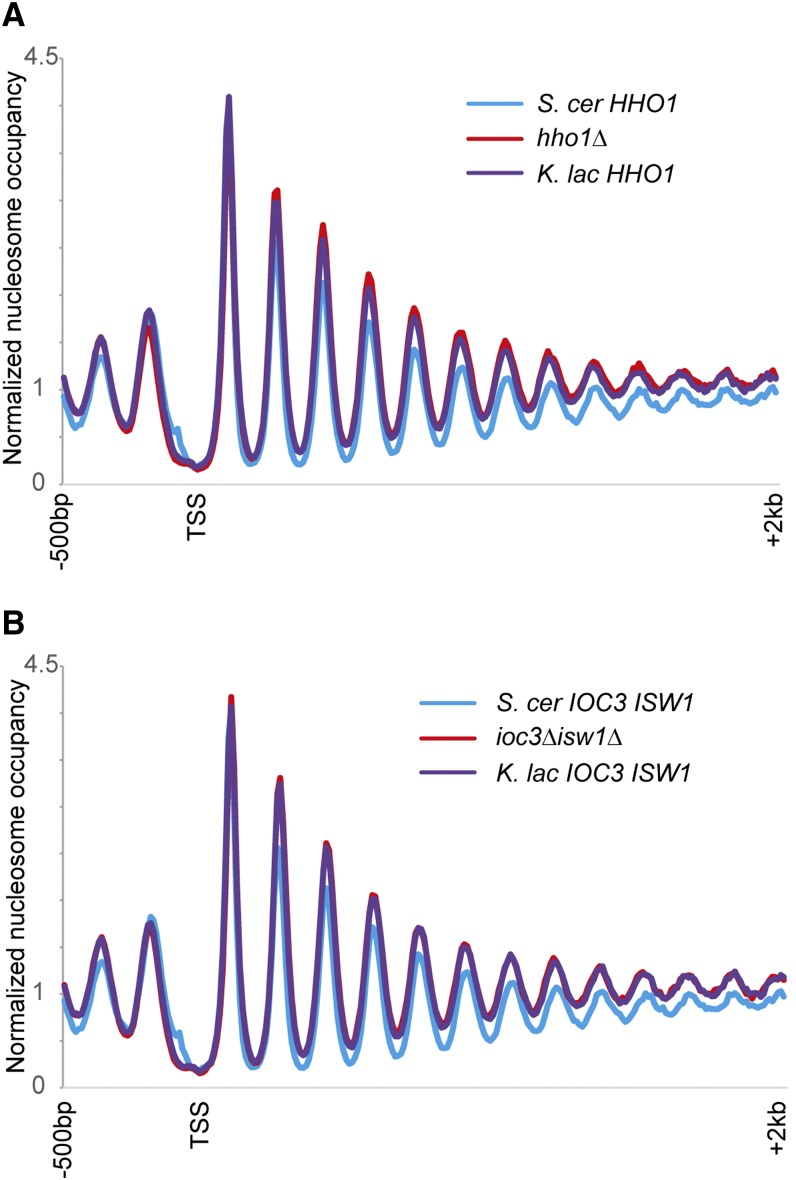
Isw1a and Hho1 are not responsible for nucleosome spacing differences between *S. cerevisiae* and *K. lactis*. (A) Genome-wide nucleosome mapping data are shown for all *S. cerevisiae* genes, aligned by the transcription start site (TSS). Data are shown for wild-type yeast, yeast lacking the *HHO1* gene, and *hho1*Δ yeast expressing the *HHO1* ortholog from *K. lactis*. (B) As in (A), but for double mutations in *ISW1* and *IOC3*. For all nucleosome mapping data in this figure and below, the y-axis shows normalized nucleosome occupancy, with a value of 1 being the genome-wide average occupancy of MNase-Seq reads. Note that data for BY4741 here are from an underdigested MNase sample, resulting in differences in nucleosome occupancy, but no effect on linker lengths.

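MNase-Seq of the *CHD1* deletion and swap strains covers 5 strains with 2 samples each, which are *chd1*Δ, *S. cerevisiae CHD1* and *K. lactis CHD1* integrated at the endogenous locus, and *S. cerevisiae CHD1* and *K. lactis CHD1* on a plasmid. Chd1 is an ATP-dependent remodeler, an enzyme that slides and spaces nucleosomes. Replicate 1 of each strain was sequenced on the MiSeq and replicate 2 on the HiSeq 2000. The paper reports 954556 to 1850101 reads per sample for replicate 1 and 9148367 to 16030049 for replicate 2. The step between values in the files, which is the occupancy that a single read adds, gives an average of 7.6 to 13.9 extended reads per base in replicate 1 and 71.5 to 117.97 in replicate 2. The integrated and deletion strains were grown in YPD and the plasmid strains in synthetic dextrose medium. Each gene's row runs from 500 bp upstream of the +1 edge to the end of the gene in 61 to 1541 bins of 10 bp (median 188), with the genome average set to 1 by the authors, and 3436 of the 5263 genes reach the +7 peak. In the R64 annotation *CHD1* (YER164W) lies on chromosome V from 505392 to 509798 on the plus strand. Occupancy over its coding region was at most 0.0138 in the *chd1*Δ and *K. lactis CHD1* samples. It was 1.23 and 1.26 in the *S. cerevisiae CHD1* integrated samples and 1.96 and 1.90 in the *S. cerevisiae CHD1* plasmid samples.
Before averaging, the average profiles of the replicates were compared. The squared difference between the 2 profiles of a strain was 0.87 to 2.74 times the value expected from sampling noise in the 5 strains, against at least 9.24 times between samples of different *CHD1* strains. The paper calls the samples biological replicates. The profiles alone do not show whether the 2 samples of a strain come from separate cultures, so tests are given for the samples as the design counts them and, as the more cautious count, with the 2 samples of a strain as 1 sample, which is also the count behind each mean ± SD over strains. Peaks and repeat lengths (+1 to +7) were taken from the average profile. Nucleosomes of single genes were called as maxima of the row after smoothing with a Gaussian of SD 30 bp, with a prominence of at least 0.1, in place of Template Filtering, which needs reads. Each call was numbered from the gap to the call before it, in steps of 165 bp, so that a missed call does not renumber those after it. Gaps of more than 250 bp between neighboring calls made up 24.1 to 35.6% of the gaps in the *CHD1*-carrying samples and 45.1 and 39.9% in *chd1*Δ. This numbering was chosen after counting the calls in order had been tried on the files and had failed on simulated genes.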

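The peak-to-trough amplitude of the average profile was read at the peaks and troughs of the *S. cerevisiae CHD1* integrated profile. In *chd1*Δ the mean amplitude of the +4 to +7 nucleosomes was 0.080 ± 0.003 (SD of 2 replicates), against 0.3445 ± 0.0003 (SD of 2 replicates) with *S. cerevisiae CHD1*, a ratio of 0.232. Read at those places, the loss grew with distance from the promoter. Relative to *S. cerevisiae CHD1*, *chd1*Δ kept 53.3% of the amplitude at +2, 46.4% at +3, 33.6% at +4, 23.7% at +5, 14.3% at +6 and 7.1% at +7. The +7 maxima of *chd1*Δ lay at 1135.0 and 1125.5 bp, past the *S. cerevisiae* maxima at 1064.3 and 1064.2 bp. The values at the last nucleosomes therefore mix a displacement of the peaks with a loss of height. The highest *chd1*Δ value lay under the lowest *S. cerevisiae* value, with an exact permutation p = 0.33, which is the smallest p that 2 samples against 2 allow. *K. lactis CHD1* integrated at the same locus had 100.2% of the *S. cerevisiae* amplitude over +4 to +7. Restricting the average to the 3078 genes with data to 1200 bp lowered the *chd1*Δ ratio to 0.201, further than any other alternative. The paper takes the flattened profile as a loss of positioning over the middle and 3′ ends of coding regions, as in published reports (Figure 2A).

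**Figure D2:**
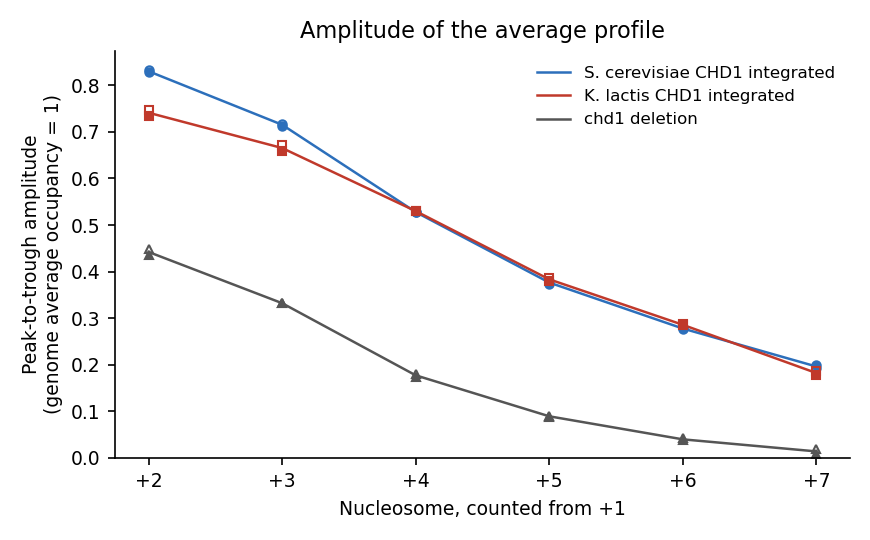
Peak-to-trough amplitude of the average profile (vertical axis, genome average occupancy = 1) at the +2 to +7 nucleosomes (horizontal axis). All strains are read at the peaks and troughs of the *S. cerevisiae CHD1* integrated profile. Filled and open symbols are replicates 1 and 2 and lines their mean. The *chd1*Δ amplitude falls from 0.44 at +2 to 0.01 at +7, while both strains with an integrated *CHD1* fall from 0.83 and 0.74 to 0.20 and 0.18.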

In contrast, deletion of *CHD1* alone dramatically alters the global chromatin in *S. cerevisiae*, particularly for nucleosomes over the middle and 3′ ends of coding regions, consistent with published reports (Gkikopoulos *et al.* 2011) (Figure 2A, Figure S1). 

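The repeat length from +1 to +7 was 166.88 and 166.91 bp in the 2 *K. lactis CHD1* integrated samples and 163.28 and 163.30 bp in the 2 *S. cerevisiae CHD1* integrated samples. On the plasmid it was 168.00 and 167.98 bp with *K. lactis CHD1* and 165.41 and 165.31 bp with *S. cerevisiae CHD1*. With the replicates of a strain counted as 1 sample, the mean was 167.44 ± 0.78 bp (SD, n = 2 strains) for *K. lactis* and 164.32 ± 1.46 bp (SD, n = 2 strains) for *S. cerevisiae*, an increase of 3.12 bp. Every *K. lactis* sample had a longer repeat length than every *S. cerevisiae* sample. An exact permutation test of the 4 samples against 4 gave p = 0.0286, the smallest p that this design allows, and with replicates counted as 1 sample p = 0.33, the smallest that 2 strains against 2 allow. Leaving out each sample in turn gave an increase from 2.77 to 3.48 bp. Toward the 3′ end, the slope over +3 to +7 alone was 165.90 and 166.03 bp for *K. lactis* integrated against 161.63 and 161.67 bp for *S. cerevisiae* integrated. This was the alternative with the largest effect on the increase over all samples, which became 3.75 bp. The paper reads the outward displacement of the 3′ peaks in Figure 2A as an increase in internucleosome spacing caused by *K. lactis CHD1*.

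**Figure D3:**
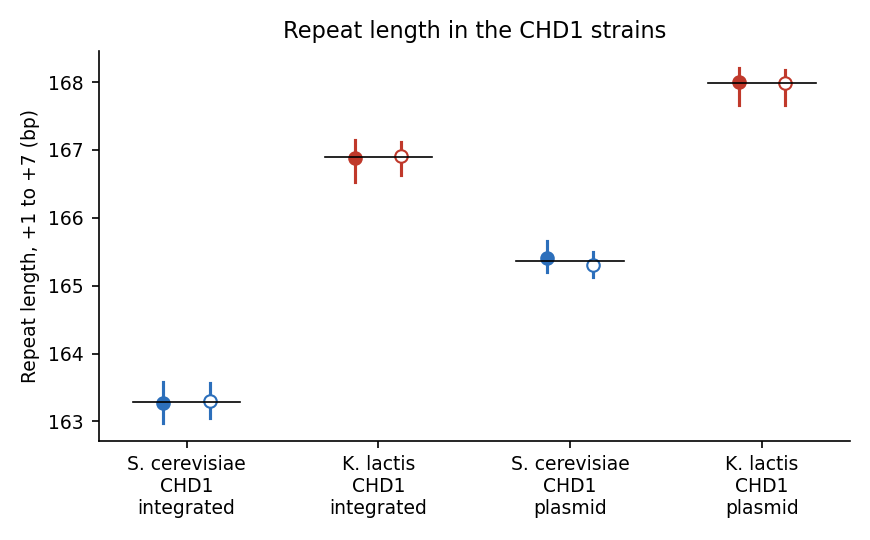
Repeat length (bp) of the average profile from +1 to +7 in the 8 samples that carry *CHD1*. Filled and open points are replicates 1 and 2, colored lines the 95% bootstrap interval over genes and black lines the strain mean. The vertical axis does not start at 0. The *K. lactis* samples lie at 166.88 to 168.00 bp and the *S. cerevisiae* samples at 163.28 to 165.41 bp.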

Interestingly, complementation of this deletion with *K. lactis CHD1* causes an increase in internucleosome spacing at the 3′ end of genes. This was observed in multiple biological replicates, and in strains where the *K. lactis* gene was either carried on a plasmid or integrated into the *S. cerevisiae* genome (Figure S2). 

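With the samples paired by construct and replicate number, the *K. lactis* strain had the longer repeat length in all 4 pairs. The difference was 3.604 bp for integrated replicate 1, 3.61 bp for integrated replicate 2, 2.59 bp for plasmid replicate 1 and 2.68 bp for plasmid replicate 2. The mean with the replicate number as a block was 3.12 bp, as without the block, and an exact sign permutation test of the pairs gave p = 0.13, the smallest p that 4 pairs allow. The pairing is taken from the paper, where the number follows the sequencing run. Deviations of samples with the same number from their strain means had a mean correlation of 0.18 over 20 sample pairs, and those with different numbers -0.18. With 2 samples per strain the correlation for different numbers is the mirror of that for the same number, so the check says little about the pairing. The integrated strains gave an increase of 3.61 bp and the plasmid strains 2.63 bp, and this difference between constructs was not detectable with 2 pairs of each (exact permutation p = 0.33, the smallest possible). The 2 replicates of a strain with *CHD1* differed by at most 0.10 bp in repeat length. Between the constructs, *S. cerevisiae CHD1* on a plasmid gave a repeat length 2.07 bp longer than the integrated gene (95% bootstrap interval over genes 1.90 to 2.24 bp). The paper reports the increase in its replicates and in strains with the gene on a plasmid or integrated (Figure S2).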

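Over genes, the median of the average distance between genic nucleosomes was 167.11 and 166.76 bp in the *K. lactis CHD1* integrated samples, 167.38 and 167.13 bp in the *K. lactis* plasmid samples, 164.87 and 164.18 bp in the *S. cerevisiae* integrated samples and 165.74 and 165.14 bp in the *S. cerevisiae* plasmid samples. The mean was 167.09 ± 0.23 bp for *K. lactis* and 164.98 ± 0.65 bp for *S. cerevisiae* (SD, n = 2 strains each), an increase of 2.11 bp. All *K. lactis* samples lay above all *S. cerevisiae* samples (exact permutation p = 0.0286 for 4 samples against 4, the smallest possible, and p = 0.33 with replicates counted as 1 sample).
Distances from +1 grew along the gene. In the integrated strains, the average shift with *K. lactis CHD1* was 2.41 bp at +2, 4.35 bp at +3, 6.29 bp at +4, 8.71 bp at +5, 10.52 bp at +6 and 12.80 bp at +7, the last over 1338 genes (95% bootstrap interval over genes 11.54 to 14.16 bp). In the plasmid strains it was 1.17 bp at +2, 2.46 bp at +3, 4.17 bp at +4, 6.24 bp at +5, 7.25 bp at +6 and 10.19 bp at +7, over 1092 genes (9.18 to 11.68 bp). Over both constructs the +7 nucleosome shifted by 11.50 ± 1.85 bp (SD, n = 2 strains; exact permutation p = 0.0286 for 4 samples against 4, and p = 0.33 with replicates counted as 1 sample). With the replicate number as a block the shift was 11.45 bp, and with each sample left out in turn it ran from 10.66 to 12.33 bp. How calls are numbered mattered most, because counting calls in order without allowing for gaps gave -4.85 bp, while with gaps allowed for, the smallest shift was 9.72 bp, with a Gaussian of SD 40 bp. The paper concludes from the distances between called nucleosomes (Figures 2B and 2C) that nucleosomes throughout coding regions are spaced farther apart with *K. lactis* Chd1, and more so within the gene body.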

By calling nucleosome peaks and determining the distance between adjacent nucleosomes, we see that nucleosomes throughout coding regions are spaced farther apart in the presence of *K. lactis* Chd1, although this effect is somewhat stronger for nucleosomes within the gene body than for 5′ nucleosomes (Figures 2, B and C, Figure S3). Although the nucleosome repeat length increases by ∼1.5 bp in the presence of *K. lactis* Chd1 at the 5′ end, *K. lactis* Chd1 expands the average internucleosome spacing by 3 bp subsequent to the +3 nucleosome (Figures 2, B and C, Figure S2, Figure S3). 

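From calls of single genes, the distance from +1 to +3 was longer with *K. lactis CHD1* by 1.72 ± 0.66 bp per linker, and that from +3 to +7 by 2.00 ± 0.18 bp per linker (SD, n = 2 strain pairs). The increase after +3 minus that before +3 was -0.56 and 0.45 bp per linker in the integrated replicates 1 and 2, and 0.48 and 0.74 bp per linker in the plasmid replicates 1 and 2, with a mean of 0.28 bp per linker. The design pairs the samples by construct and replicate number, and an exact sign permutation test gave p = 0.5, where 0.13 is the smallest p that 4 pairs allow. Without the replicate block the mean was 0.32 bp per linker. The difference between the 5′ and the later part of the array was smaller than its spread among pairs. It was not detectable in these shifts, which use only genes with the call in both strains. Mean distances over all genes with both calls increased more from +3 to +5 than from +1 to +3 in each of the 4 pairs. With *K. lactis* against *S. cerevisiae CHD1* integrated, they were 337.6 against 332.6 bp from +1 to +3 and 333.5 against 327.3 bp from +3 to +5. On the plasmid they were 338.2 against 335.0 bp and 335.5 against 330.7 bp.
The peaks of the average profile gave a larger contrast. There the increase was 2.11 bp per linker from +1 to +3 and 3.6 bp per linker from +3 to +7, and the later part exceeded the earlier in each of the 4 pairs, by 1.29, 1.70, 1.34 and 1.65 bp per linker. Counting calls without allowing for gaps moved the difference in the calls most, to -2.35 bp per linker at the same smoothing and prominence, and matching each nucleosome to the nearest call within 80 bp gave -0.19 bp per linker. The paper contrasts a smaller increase at the 5′ end with a larger one after the +3 nucleosome, and describes the effect as somewhat stronger within the gene body.

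**Figure D4:**
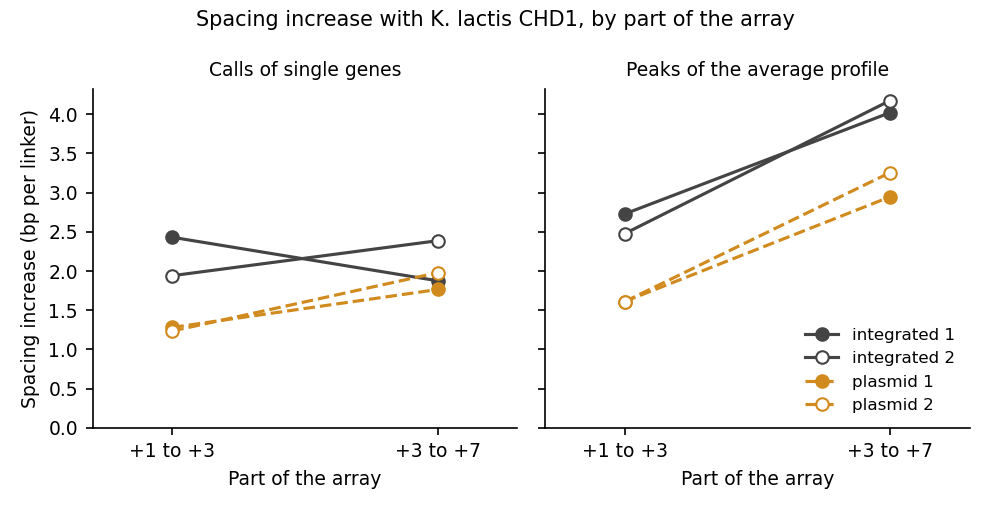
Increase of spacing with *K. lactis CHD1* (bp per linker) from +1 to +3 and from +3 to +7, for the 4 pairs of samples of the same construct and replicate number. The left panel uses calls of single genes, where 1 pair falls and 3 rise, and the right panel peaks of the average profile, where all 4 pairs rise, from a mean of 2.11 to 3.6 bp per linker.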

Chd1 thus appears to be involved in the measurement of internucleosome distances, and evolutionary divergence between the *S. cerevisiae* and *K. lactis* copies results in altered measurement of linker length (see *Discussion*). 

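The 3 states of the locus gave 3 kinds of profile. With the integrated *S. cerevisiae* gene the repeat length was 163.29 ± 0.02 bp and with the integrated *K. lactis* gene 166.89 ± 0.02 bp (SD of 2 replicates, counted as 1 sample each). Without *CHD1* the amplitude from +4 on fell to 0.232 of that with *S. cerevisiae CHD1*, and the slope of the remaining peaks, 172.56 ± 0.79 bp (SD of 2 replicates), rests on maxima that are near the level of the troughs by +7, where the amplitude was 0.014. The amplitude with the *K. lactis* gene was 100.2% of that with the *S. cerevisiae* gene. With each replicate left out in turn, the amplitude ratio ranged from 0.226 to 0.239. From the longer spacing under *K. lactis* Chd1 in an otherwise constant strain, the paper proposes that Chd1 takes part in the measurement of the distance and that divergence of the protein altered it.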

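The mean repeat length of the *K. lactis CHD1* strains was 167.44 ± 0.78 bp (SD, n = 2 strains) against 164.32 ± 1.46 bp (SD, n = 2 strains) with *S. cerevisiae CHD1*. The increase was 3.61 bp in the integrated and 2.63 bp in the plasmid strains, and reached 3.75 bp over both when only +3 to +7 were used, which was its largest value under any alternative over all samples. No *K. lactis* cells are among the samples, so the spacing in *K. lactis* itself is the paper's value. Comparing the increase with the longer linkers of the *K. lactis* genome, the paper concludes that other factors also contribute to linker length.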

It is important to note that other factors must play a role in establishing linker length, because the increase in nucleosome spacing seen with the introduction of *K. lactis* Chd1 does not fully account for the ∼15 bp longer average linkers seen in the *K. lactis* genome.

**Figure 2:**
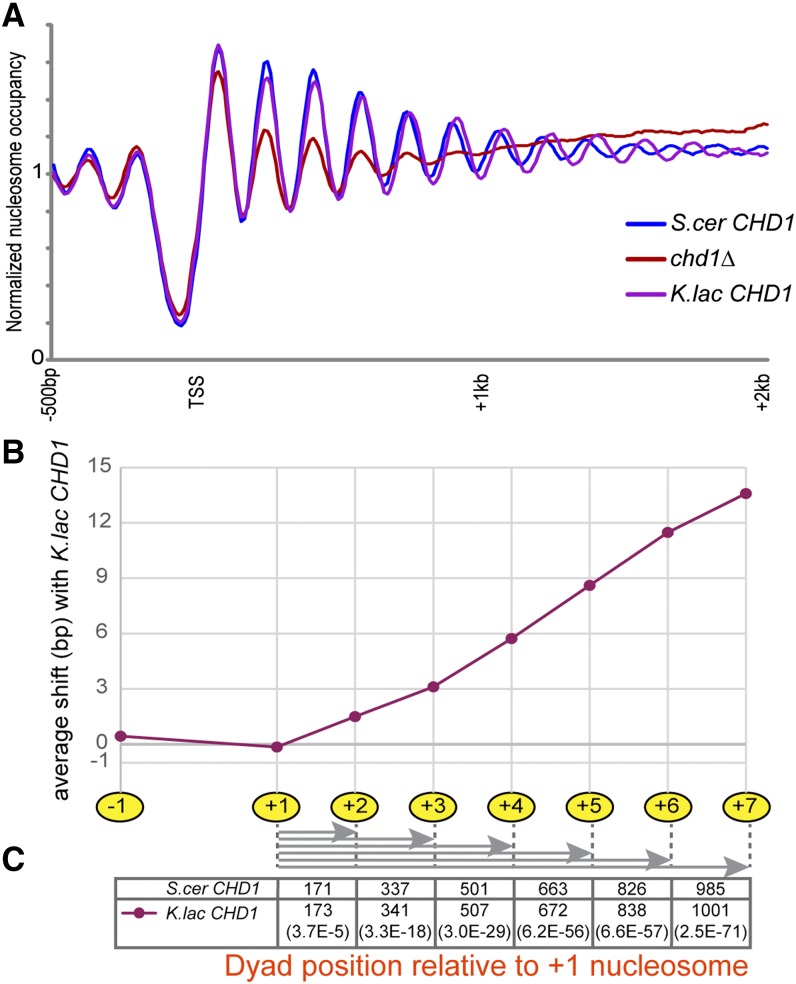
The *K. lactis CHD1* ortholog can direct longer average linkers in *S*. *cerevisiae*. (A) Nucleosome mapping for *chd1*Δ and *CHD1* swap strains, as in Figure 1. (B) Quantitation of the shift in average nucleosome position for *CHD1* swap strains. Nucleosome positions were called as in Weiner *et al.* (2010), and the average distance between nucleosomes in the *K. lactis* swap strain and the same nucleosomes in the strain with *S. cerevisiae CHD1* is plotted for nucleosome positions −1 to +7. (C) Distance of each coding region nucleosome from the +1 nucleosome, for the *S. cer* and *K. lac CHD1*-containing strains, with corresponding p-values (paired, two-tailed *t*-test) shown in parentheses at the bottom.

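In the *S. cerevisiae CHD1* integrated strain, the mean distance from the +1 call was 168.6 ± 1.4 bp at +2, 332.6 ± 1.2 bp at +3, 496.6 ± 1.15 bp at +4, 659.5 ± 1.9 bp at +5, 821.8 ± 1.6 bp at +6 and 984.3 ± 3.5 bp at +7 (SD of 2 replicates). In the *K. lactis CHD1* integrated strain it was 171.6 ± 2.6 bp at +2, 337.6 ± 1.6 bp at +3, 503.8 ± 1.0 bp at +4, 670.0 ± 1.9 bp at +5, 835.7 ± 0.6 bp at +6 and 1001.4 ± 1.8 bp at +7. The distances are between the centers of calls and average all genes with the call, while the shifts average only genes with the call in both strains and a shift of less than 150 bp. For +2, replicates 1 and 2 lay at 173.4 and 169.7 bp with *K. lactis CHD1* and at 169.7 and 167.6 bp with *S. cerevisiae CHD1*, so that the distance was longer with *K. lactis CHD1* in both replicates, while the strain means differed by less than the *K. lactis* replicates did. From +3 on, the strain means differed by more than the replicates of either strain. The replicates of a strain differ in depth and in sequencing instrument, and replicate 1 had the longer distance to +2 in both strains. The paper tested the distances gene by gene. Genes of a sample are not independent replicates, so no test over genes is given here and the intervals over genes describe only the choice of genes.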

The analyses in Figure 2 provide a global view of average nucleosome spacing across the genome. 

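The fraction of single genes that moved outward grew along the gene in the integrated strains. The nucleosome lay farther from +1 with *K. lactis CHD1* in 58.4% of 3332 genes at +2, 64.3% of 3157 at +3, 69.2% of 2604 at +4, 74.02% of 2140 at +5, 74.8% of 1715 at +6 and 75.5% of 1338 genes at +7. In the plasmid strains the share rose from 52.0% of 2728 genes at +2 to 71.6% of 1092 at +7. The remaining genes had a nucleosome that stayed or moved inward. With each nucleosome matched to the nearest call within 80 bp, the share at +7 in the integrated strains was 73.8%. The depth of replicate 1, with 7.6 and 13.9 extended reads per base in the integrated strains, limits the position of a call in a single gene.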

Such ensemble measurements of course potentially obscure gene-specific variation in nucleosome spacing driven by the Chd1 swap—it is possible to infer information about the regulation and targeting of Chd1 activity by determining where the greatest effects of Chd1 are found. Chd1 genetically and physically interacts with yFACT as well as the Paf1 complex (Simic *et al.* 2003; Biswas *et al.* 2007), and it has been hypothesized that Chd1 exerts its effects on gene body nucleosomes by binding to the longer extranucleosomal DNA present as elongating RNA polymerase exposes nucleosomal DNA (Zentner *et al.* 2013). If the function of Chd1 is targeted to gene body nucleosomes via RNA polymerase elongation, then the increased linker length in the presence of *K. lactis* Chd1 should be stronger at more highly transcribed genes. Separating genes into quartiles based on RNA Polymerase II occupancy in their coding regions (Kim *et al.* 2010) revealed that highly expressed genes exhibit a greater increase in nucleosome spacing in the presence of *K. lactis* Chd1 than the lowest expressed genes (Figure 3, A and B), consistent with a potentially cotranscriptional role for Chd1 in nucleosome spacing. In addition, two previous studies identified a role for Chd1 in suppressing replication-independent histone turnover at the 3′ ends of genes, particularly at relatively long coding regions (Radman-Livaja *et al.* 2012; Smolle *et al.* 2012). Interestingly, those genes that show the greatest increase in 3′ turnover in *chd1*Δ mutants also exhibit a greater increase in spacing in strains carrying the *K. lactis* Chd1 (Figure 3, C and D)—these genes are thus the most responsive to both primary activities of Chd1 *in vivo*. Moreover, our finding of greater effects of the Chd1 swap on mid-coding region nucleosomes is consistent with previous reports of Chd1 association with the mid-gene histone mark H3K36me3 (Smolle *et al.* 2012).

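Among genes called in both strains, the average shift of the integrated strains grew at a similar rate along the gene. It was 2.41 bp at +2, 4.35 bp at +3, 8.71 bp at +5 and 12.80 bp at +7 (means of 2 replicates). Before +3 the increase was 2.19 bp per linker and after +3 it was 2.13 bp per linker, a difference of -0.05 bp per linker that lies within the spread of the 2 integrated pairs. In the plasmid strains the increase was 1.26 bp per linker before +3 and 1.87 bp after it. Mean distances over all genes with both calls increased more after +3 in the integrated strains. With *K. lactis* against *S. cerevisiae CHD1* they were 337.6 against 332.6 bp from +1 to +3 and 333.5 against 327.3 bp from +3 to +5. In the peaks of the average profile, the shift of the integrated strains was 5.46 and 4.95 bp at +3 and 21.54 and 21.65 bp at +7 in replicates 1 and 2. Smoothing single genes with a Gaussian of SD 40 bp changed the difference over both constructs from 0.28 to -0.04 bp per linker. The paper relates its larger effect on nucleosomes in the middle of coding regions to reports of Chd1 at the histone mark H3K36me3.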

**Figure 3:**
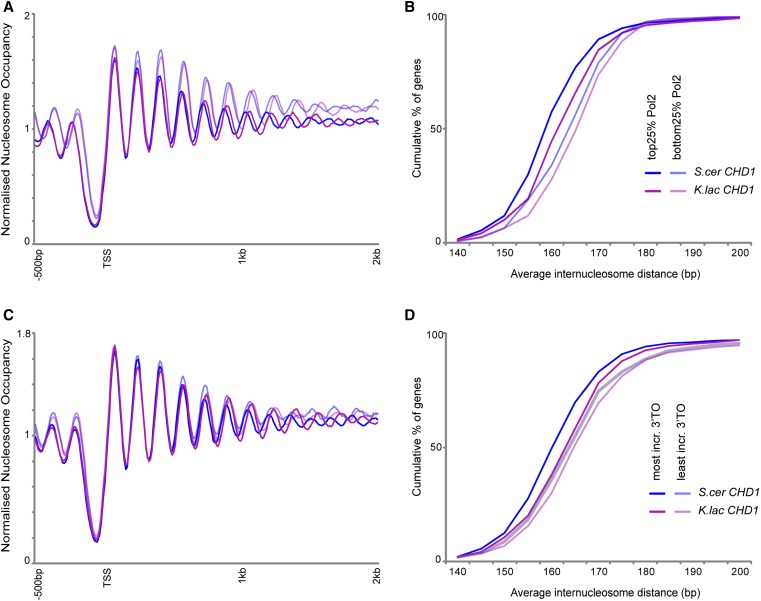
Chd1 swaps preferentially affect highly transcribed genes. Nucleosome mapping (A) and cumulative distribution plots (B) for *chd1*Δ and *CHD1* swap strains, with data shown for the 25% most Pol2-enriched or Pol2-depleted genes (Kim *et al.* 2010), as indicated in (B). These plots recapitulate known effects of transcription on genic chromatin (Tsankov *et al.* 2010; Weiner *et al.* 2010; Valouev *et al.* 2011), with lower nucleosome occupancy but tighter internucleosome spacing readily observed in comparing these gene sets for wild-type. (C and D) As in (A and B), but for genes broken into categories according to previously reported effects of Chd1 on replication-independent histone turnover (Radman-Livaja *et al.* 2012).

Having identified a pair of Chd1 orthologs that direct different internucleosome spacing in an otherwise identical nuclear environment, we sought to generate chimeric Chd1 proteins to identify the “molecular ruler” responsible for linker length. ATP-dependent chromatin remodelers bear a similar ATPase motor but have distinct accessory domains/subunits that recognize DNA and histone modifications and variants (Clapier and Cairns 2009). These domains regulate the localization and activity of the remodelers. In Chd1, these accessory domains include tandem chromodomains at the N-terminus and DNA binding domains at the C-terminus that flank the central helicase. 

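Genome-wide nucleosome mapping covers 4 strains with a chimeric *CHD1* at the endogenous locus, with *K. lactis* sequence in the ATPase domain, the C-terminus, the N-terminus, or the N-terminus and C-terminus together. Each strain was grown in YPD and has 1 sample, sequenced on the HiSeq 2000 with 5489420 to 6221156 reads in the paper, which gave an average of 39.8 to 49.1 extended reads per base. The reference was the mean of the 2 *S. cerevisiae CHD1* integrated samples, and the full-length *K. lactis CHD1* integrated strain served for comparison. Changes of repeat length are given with 95% bootstrap intervals over genes. As a scale for the error between samples, replicate 2 minus replicate 1 of the reference was 0.02 bp (-0.15 to 0.20 bp) in repeat length and -1.45 bp (-2.81 to -0.01 bp) in the shift of the +7 nucleosome. The squared difference between the profiles of those replicates was 2.74 times the sampling noise. No chimera has a replicate, so the variation between cultures of a chimera is not known.
*CHD1* encodes 1468 residues. Because only reads that map to the *S. cerevisiae* genome were kept, occupancy over *CHD1* drops where *K. lactis* sequence replaces it. Coverage returned at residue 340 in the N-term strain and ended at residue 940 in the C-term strain. It was present between residues 343 and 943 in the N+C-term strain, and missing between residues 343 and 937 in the ATPase strain. The breakpoints are blurred by the length of a fragment.

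**Figure D5:**
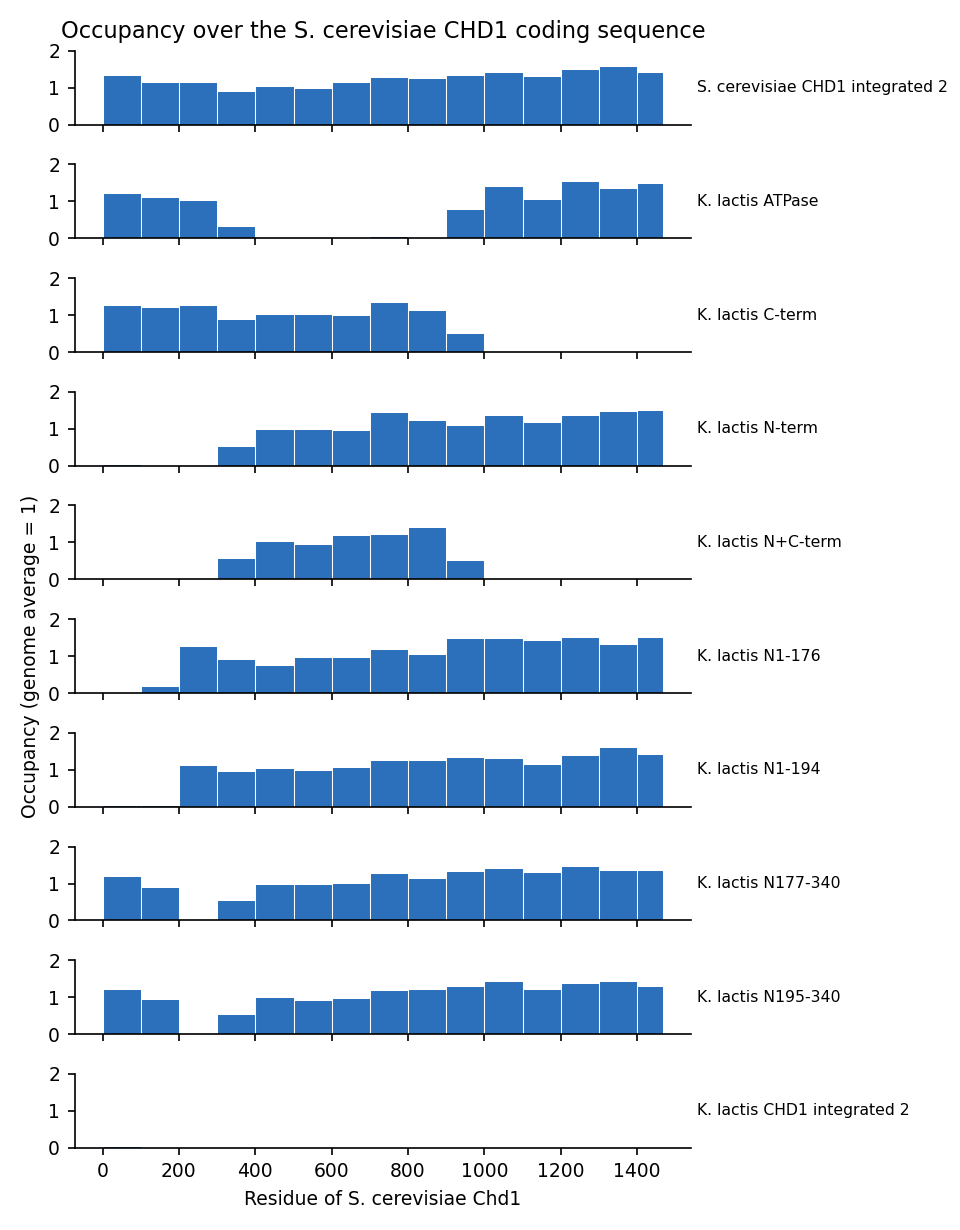
Occupancy (vertical axis, genome average = 1) over blocks of 100 residues of the *S. cerevisiae* Chd1 coding sequence (horizontal axis) in the reference, the 8 chimeras and the full-length *K. lactis CHD1* strain. Blocks near 0 are those replaced by *K. lactis* sequence, such as the blocks up to residue 340 in the N-term strain.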

To test which domain(s) of Chd1 are responsible for its measurement activity, we generated chimeras between *K. lactis* and *S. cerevisiae* Chd1 (Figure 4A), and we tested these chimeric proteins for longer measurement in the *S. cerevisiae* genome.

**Figure 4:**
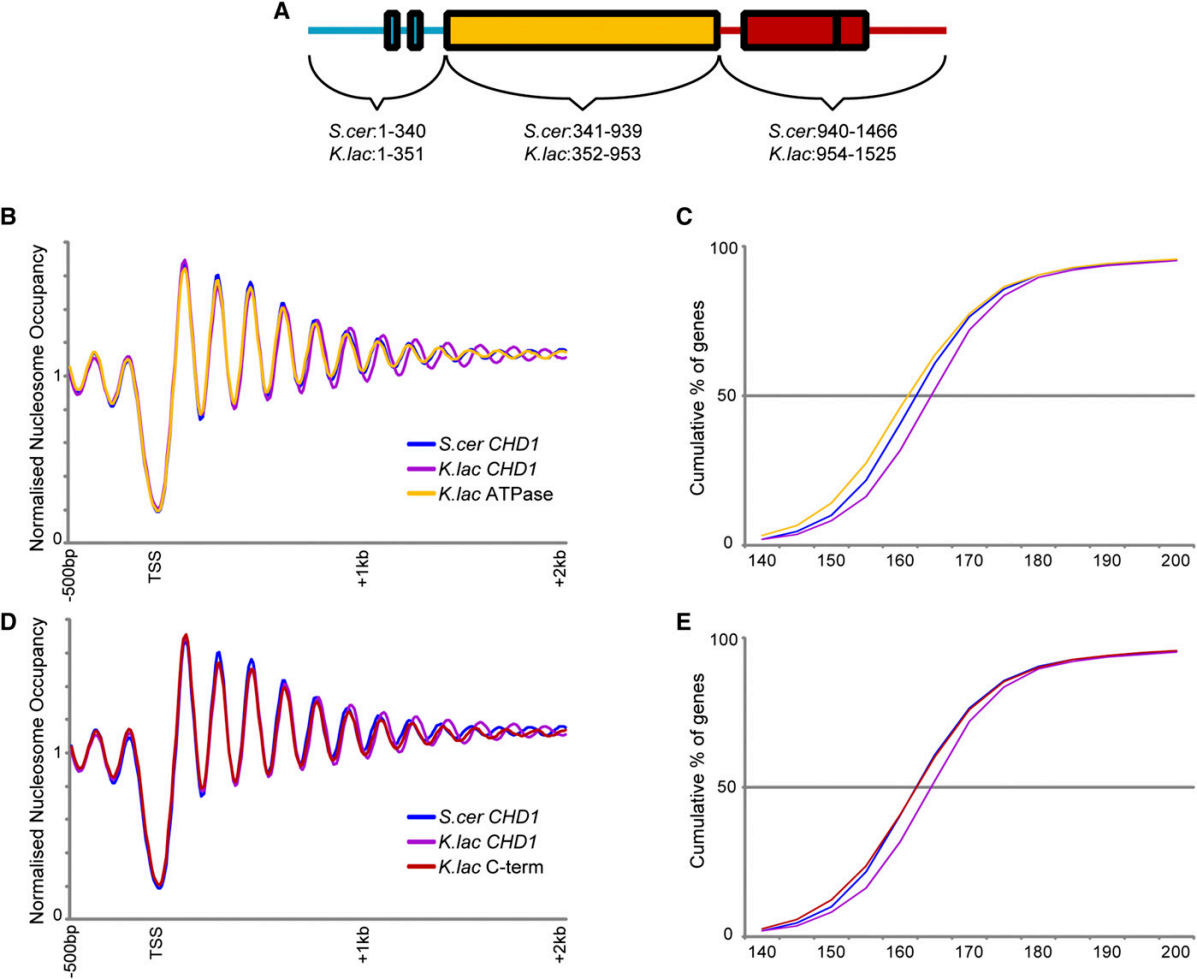
Minimal effects of Chd1 ATPase and C-terminal domains on nucleosome spacing. (A) Schematic of Chd1 protein domains. (B and C) Genome-wide nucleosome mapping data (B) and cumulative distribution plot of internucleosome distance (C) for strains carrying *CHD1* from *S. cerevisiae*, *K. lactis*, or a chimeric *CHD1* with the *K. lactis* ATPase domain in the context of the *S. cerevisiae CHD1* sequence. (D and E) As in (B and C), but for swaps affecting the Chd1 C-terminus.

As expected, swapping the highly conserved ATPase domains between Chd1 orthologs did not generate any increase in linker measurement (Figures 4, B and C). 

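The repeat length of the ATPase chimera was 162.57 bp, which is -0.71 bp relative to the mean of 163.29 bp for *S. cerevisiae CHD1* (95% bootstrap interval over genes -0.84 to -0.45 bp, no replicates). The full-length *K. lactis* gene changed it by 3.61 bp (3.37 to 3.79 bp). In calls of single genes the +7 nucleosome of the ATPase strain shifted by -2.42 bp (-3.36 to -1.50 bp, 1204 genes), against -1.45 bp between the 2 reference replicates. The median internucleosome distance was 164.24 bp, a change of -0.29 bp while between the reference replicates it fell by 0.70 bp. From +3 on the slope changed by -1.01 bp, further from the reference than under any other alternative. The paper reports no increase in linker measurement from this swap and describes the domain as highly conserved.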

Replacing the C-terminus of *S. cerevisiae* Chd1 with that from *K. lactis* caused a very slight increase in nucleosome spacing (Figures 4, D and E). 

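With the *K. lactis* C-terminus the repeat length was 164.84 bp, a change of 1.55 bp (95% bootstrap interval over genes 1.27 to 1.70 bp, no replicates), which is 43.1% of the change of the full-length gene. The +7 nucleosome shifted by 4.23 bp (3.29 to 5.34 bp, 1181 genes) and the median internucleosome distance rose by 0.86 bp to 165.38 bp. These changes are larger than those between the 2 reference replicates, 0.02 bp in repeat length and -1.45 bp at +7. Whether those replicates are separate cultures is not known, so variation between cultures may be larger. The C-term and full-length strains also have raised occupancy of a chromosome V segment (YER139C to YER158C) that the reference lacks. Counting calls without allowing for gaps turned the +7 shift to -2.30 bp. With gaps allowed for, it lay between 3.08 bp, with a minimum prominence of 0.3, and 5.50 bp, without reference replicate 1. The paper describes this as a very slight increase.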

Overall, the greatest effect of a single domain swap was observed in chimeric proteins carrying the N-terminus of Chd1 from *K. lactis* (Figure S4), although this mutant did not recapitulate the full effect of the full protein swap, indicating that the sequences responsible for the long internucleosomal spacing directed by the *K. lactis* ortholog of Chd1 are distributed throughout the coding sequence. 

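The repeat length of the N-term chimera was 165.63 bp, a change of 2.34 bp (95% bootstrap interval over genes 2.19 to 2.58 bp, no replicates), or 65.0% of the change of the full-length gene. It exceeded the change of the C-term chimera by 0.79 bp (0.64 to 1.08 bp) and fell short of the full-length gene by 1.26 bp (0.98 to 1.41 bp). In calls of single genes the shift grew from 0.79 bp at +2 to 2.08 bp at +3, 4.34 bp at +5 and 6.04 bp at +7 (5.05 to 7.03 bp, 1215 genes), against 12.80 bp at +7 for the full-length gene. The median internucleosome distance rose by 1.40 bp to 165.93 bp. The +7 shift depended most on the numbering of calls and was -3.88 bp when gaps were not allowed for, and otherwise 4.56 bp (Gaussian of SD 40 bp) to 7.12 bp (without reference replicate 1). The N-term strain lacks the raised chromosome V segment of the C-term and full-length strains. Its differences from them may therefore not come from *CHD1* alone. The paper ranks the N-terminus highest among the single domains and, since it falls short of the full protein, reasons that the sequences responsible are distributed throughout the coding sequence.

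**Figure D6:**
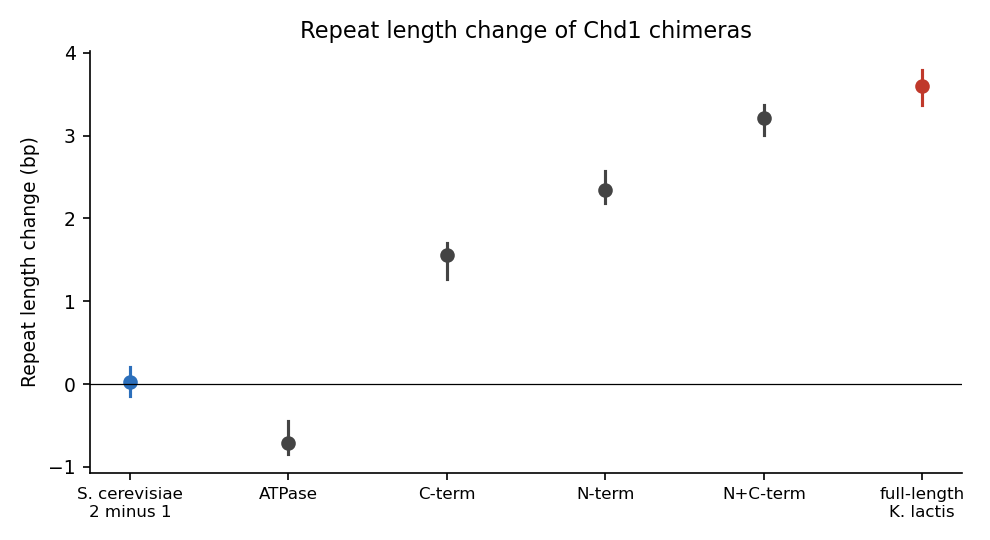
Change of repeat length (bp) relative to the mean of the *S. cerevisiae CHD1* integrated samples for 4 chimeras and the full-length *K. lactis* gene, with the difference between the 2 reference replicates at the left. Lines are 95% bootstrap intervals over genes. The ATPase chimera lies at -0.71 bp, C-term at 1.55, N-term at 2.34, N+C-term at 3.22 and full length at 3.61 bp.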

Indeed, swaps carrying both the N-terminal and C-terminal domains of the *K. lactis* protein exhibited the greatest effect on spacing of any tested chimaeras (Figure 5, Figure S4).

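The chimera with both the N-terminus and the C-terminus from *K. lactis* had a repeat length of 166.51 bp, a change of 3.22 bp (95% bootstrap interval over genes 3.01 to 3.37 bp, no replicates). That is 89.2% of the change of the full-length gene, and the largest of the 8 chimeras. It exceeded the N-term chimera by 0.87 bp (0.64 to 1.00 bp), and the full-length gene exceeded it by 0.39 bp (0.21 to 0.54 bp). In calls of single genes the +7 nucleosome shifted by 7.87 bp (6.85 to 8.90 bp, 1231 genes) against 12.80 bp for the full-length gene, so the share of the full effect depends on the measure. The median internucleosome distance rose by 2.18 bp to 166.70 bp. If gaps between calls are ignored, the +7 shift becomes -8.07 bp. Without reference replicate 1, which leaves the replicate sequenced on the same type of instrument as the chimera, it was 9.45 bp. The N+C-term and full-length strains have the raised chromosome V segment, while the N-term strain lacks it. The paper reports the combined swap as having the largest effect of its chimeras, in support of sequences spread along the protein.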

**Figure 5:**
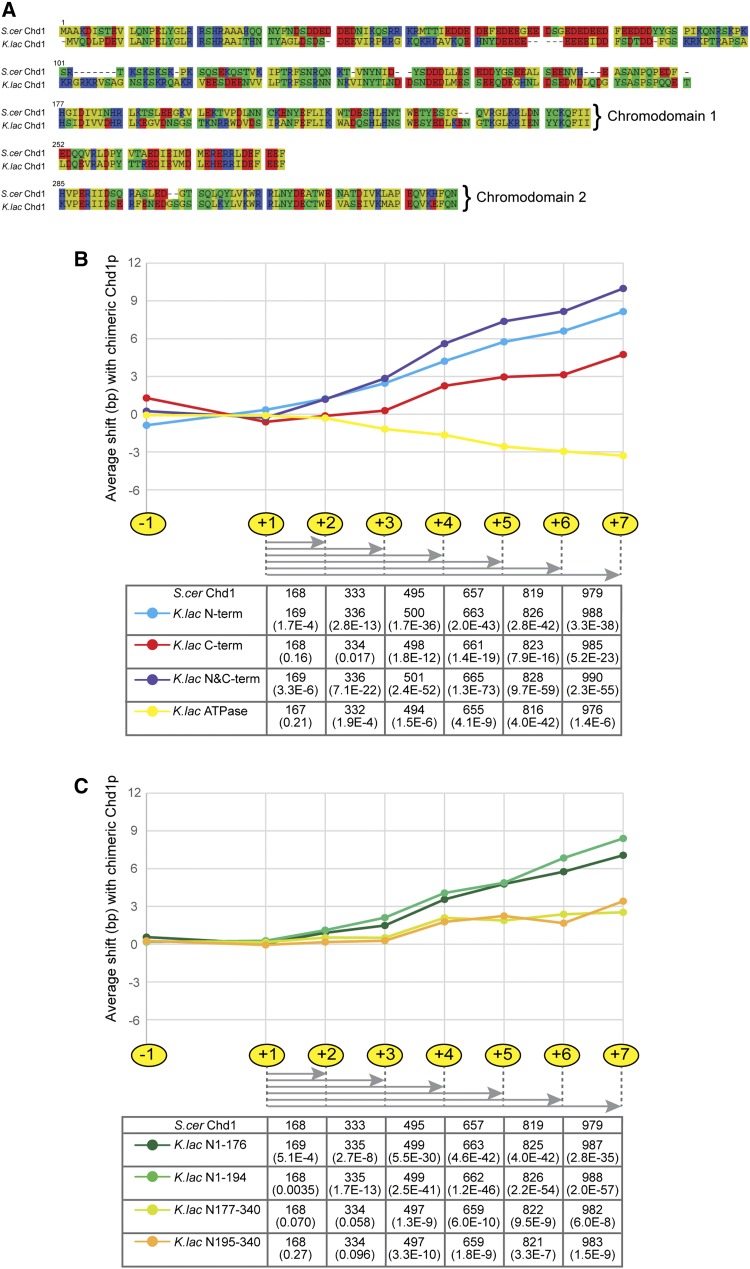
N-terminus of Chd1 has the greatest effects on nucleosome spacing. (A) Alignment of the N-terminal protein sequences for the two orthologs of Chd1, generated in SeaView version 4 (Gouy *et al.* 2010): nonpolar residues in yellow; polar, uncharged in green; basic in blue; and acidic in red. (B and C) Shifts in nucleosome position as compared to the *S. cer CHD1* strains are plotted for nucleosome calls −1 to +7; the distances from the +1 nucleosome are indicated in the table for the *S. cer* and various chimeric *CHD1* strains, with corresponding p-values.

 Because the N-terminal domain of Chd1 had the greatest, albeit subtle, impact on nucleosome spacing, we finally sought to further narrow the region of the N-terminus that confers internucleosome spacing activity on Chd1. This N-terminal domain includes two chromodomains as well as an extreme N-terminal region, of which a large portion (residues 1–117) is typically truncated in proteins used for biochemical analyses and which is thus of unknown function. The N-terminal chromodomains have been shown to regulate the activity of Chd1 by interfering with the association of the ATPase lobes; it has been proposed that histone binding induces a conformational change that allows DNA binding by the helicase domain and ATP hydrolysis (Hauk *et al.* 2010). Comparing the sequences of the two chromodomains of Chd1 between *S. cerevisiae* and *K. lactis* reveals that chromodomain 2 (residues 285–339) is highly conserved, and chromodomain 1 (residues 177–251) is slightly more divergent (fifth and third line, respectively, of Figure 5A). To test the involvement of the chromodomains and extreme N-terminus, we generated chimerae for the N-terminus. 

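The 4 N-terminal chimeras replace residues 1 to 194, 1 to 176, 177 to 340 or 195 to 340 of *S. cerevisiae* Chd1 with *K. lactis* sequence at the endogenous locus. Where the sample labels state a length for the swap they give 194 and 176 in base pairs, while the paper counts the same numbers in amino acids. The paper's residues are used here. Each strain has 1 sample from the HiSeq 2000, with 31500245, 27774619, 36663544 and 26284524 reads in the paper and an average of 243.8, 213.8, 269.3 and 215.0 extended reads per base in the files. These are the deepest samples of the study, but the variation between cultures of a strain is not known. Coverage of *S. cerevisiae* sequence returned at residue 200 in the N1-194 strain and at residue 187 in N1-176. It was missing from residue 183 to 343 in N177-340 and from residue 193 to 340 in N195-340. Over residues 1 to 176 occupancy was 0.02 in N1-194 and 0.035 in N1-176, and 1.13 and 1.12 in N177-340 and N195-340. Over residues 195 to 340 it was 1.03 and 1.16 in the former 2 strains and 0.04 and 0.06 in the latter 2. The values were processed as for the other chimeras, against the mean of the 2 *S. cerevisiae CHD1* integrated samples.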

Surprisingly, we see that swaps affecting the extreme N-terminal portion of Chd1, comprising amino acids 1–176, led to a greater increase in average genic nucleosome spacing than did swaps targeting the two chromodomains (residues 177–339) (Figure 5, B and C, Figure S5, Figure S6).

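Swaps of the extreme N-terminus changed the repeat length by 1.54 bp in N1-176 (95% bootstrap interval over genes 1.32 to 1.67 bp) and 1.65 bp in N1-194 (1.53 to 1.77 bp). Swaps of the chromodomains changed it by 0.73 bp in N177-340 (0.63 to 0.87 bp) and 1.17 bp in N195-340 (0.92 to 1.39 bp), with 1 sample for each strain. The mean change was 1.59 ± 0.08 bp for the extreme N-terminus and 0.95 ± 0.31 bp for the chromodomains (SD, n = 2 constructs each), a difference of 0.64 bp. In repeat length both N-terminal swaps lay above both chromodomain swaps, with an exact permutation p = 0.33, which is the smallest p that 2 constructs against 2 allow. N1-176 exceeded N195-340, the closest of these comparisons, by 0.37 bp (0.17 to 0.61 bp). The +7 nucleosome shifted by 4.42 bp in N1-176 (3.55 to 5.29 bp), 4.14 bp in N1-194 (3.42 to 4.96 bp), 1.18 bp in N177-340 (0.35 to 1.98 bp) and 1.49 bp in N195-340 (0.56 to 2.38 bp), against -1.45 bp between the reference replicates. The median internucleosome distance did not rank the groups in this way, since it changed by 0.75 bp in N1-176, 0.47 bp in N1-194, 0.22 bp in N177-340 and 0.79 bp in N195-340, the largest of the 4. The slope over +3 to +7 moved the difference in repeat length between the groups most, to 0.76 bp. The +7 shifts of all 4 strains turned negative when calls were counted without allowing for gaps, as far as -14.00 bp in N1-194. The paper concludes from the greater increase in the N1-176 swap that the extreme N-terminus matters more than the chromodomains.

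**Figure D7:**
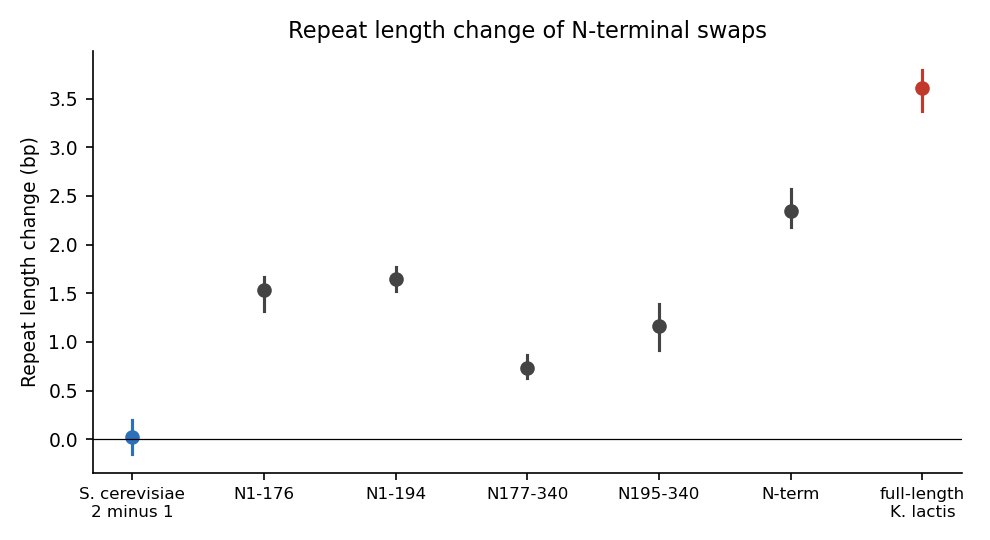
Change of repeat length (bp) relative to the mean of the *S. cerevisiae CHD1* integrated samples for the N-terminal swaps and the full-length *K. lactis* gene, with 95% bootstrap intervals over genes. N1-176 and N1-194 lie at 1.54 and 1.65 bp, N177-340 and N195-340 at 0.73 and 1.17 bp, the whole N-terminus at 2.34 bp and full length at 3.61 bp.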

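Relative to the full-length *K. lactis* gene, which changed the repeat length by 3.61 bp, the chimeras changed it by 89.2% (N+C-term), 65.0% (N-term), 45.7% (N1-194), 43.1% (C-term), 42.6% (N1-176), 32.4% (N195-340), 20.3% (N177-340) and -19.8% (ATPase). No chimera reached the full-length gene, which exceeded the closest, N+C-term, by 0.39 bp (95% bootstrap interval over genes 0.21 to 0.54 bp). The full-length, C-term and N+C-term strains have raised occupancy of a chromosome V segment, which the other chimeras lack. Shares and shortfalls of the other chimeras may therefore include an effect of that segment. On the plasmid, without the raised occupancy, the full-length gene gave 2.63 bp against *S. cerevisiae CHD1*, in another medium. The N-term chimera exceeded the larger of its N-terminal parts, N1-194, by 0.70 bp (0.57 to 0.91 bp). At +7 the shifts ranked in nearly the same order, at 12.80 bp for full length, 7.87 bp for N+C-term, 6.04 bp for N-term, 4.42 bp for N1-176, 4.23 bp for C-term, 4.14 bp for N1-194, 1.49 bp for N195-340, 1.18 bp for N177-340 and -2.42 bp for ATPase. The intervals of C-term, N1-176 and N1-194 overlap, so these 3 cannot be ranked. The slope over +3 to +7 raised every increase, the one of N+C-term to 4.12 bp and the one of C-term to 2.02 bp. From the excess of the full-length gene over every chimera, the paper reasons that the difference in spacing activity is distributed throughout the protein, and from the rank of the N-terminus that it contributes more than any other region tested.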

Taken together, these results show that the difference in spacing activity between Chd1 orthologs from *K. lactis* and *S. cerevisiae* is distributed throughout the protein, because the full-length Chd1 has a greater effect than any chimera on nucleosome spacing, but that the N-terminal portion of Chd1 contributes more to this difference in spacing than does any other individual region of Chd1 tested. This suggests that the Chd1 proteins of these species do not differ in a single domain that acts as a physical ruler but rather differ in the contributions of multiple domains to the modulation of enzyme activity, conformation, localization, or stability.

## Discussion

Here, we investigate the molecular basis underlying the difference in average linker length between two Hemiascomycetous species, *K. lactis* and *S. cerevisiae*. By swapping orthologous genes from *K. lactis* into *S. cerevisiae*, we find that sequence differences in the ATP-dependent chromatin remodeler Chd1 can impact average internucleosome distance in an otherwise constant genetic background. Further dissection of the sequences responsible for this difference in internucleosome spacing reveals that nucleosome spacing activity is distributed throughout the Chd1 sequence, but surprisingly finds that the greatest effects on linker length can be attributed to the extreme N-terminus of this protein. Taken together, our results do not find a single “molecular ruler” responsible for an organism’s average internucleosome spacing, instead supporting a model in which many contributors to nucleosome spacing are distributed throughout multiple relevant proteins.

Interestingly, despite substantial evidence that histone H1 (Fan *et al.* 2005) and Isw1a (Vary *et al.* 2003; Bouazoune *et al.* 2009) could play a role in altering average linker length, swap strains affecting these factors revealed no difference between *S. cerevisiae* and *K. lactis* orthologs on internucleosome spacing. Although this suggests that sequence divergence in these factors is not responsible for interspecies differences in nucleosome spacing, it must be noted that this result could also reflect a lack of function of the introduced factors outside of their native genomic context. For example, the Isw1a complex from *K. lactis* may only be functional in the presence of the *K. lactis* ortholog of some recruiting transcription factor due to divergence in the TF-Isw1a binding interfaces between these two species. In other words, a negative result in this system is not definitive proof that Isw1a or histone H1 does not contribute to the measurement of internucleosome spacing. That said, the lack of nucleosome spacing phenotype in the deletion mutants affecting these factors also supports the hypothesis that these chromatin regulators do not play a central role in establishing global linker lengths *in vivo*.

In contrast, our results find a significant role for sequence differences between two Chd1 orthologs in directing different average linker length between these two species. These results are consistent with prior *in vivo* studies showing a key role for Chd1 in establishing phased arrays of nucleosomes (Gkikopoulos *et al.* 2011; Pointner *et al.* 2012), a result that we replicate, and with *in vitro* studies on the nucleosome centering and spacing activities of Chd1 (Stockdale *et al.* 2006; Pointner *et al.* 2012). The effect of the Chd1 swap is greatest at the most highly expressed genes, providing additional evidence supporting the notion that Chd1 function is targeted to transcribed regions, either via interactions with elongation-associated factors or as a result of binding to transiently increased extranucleosomal DNA from transcription-associated histone turnover or breathing.

Finally, the difference in nucleosome spacing activity observed between the two Chd1 orthologs raised the question of how linker length is “measured” by the Chd1 protein. Domain swap experiments reveal that the difference in spacing activity is distributed throughout the coding sequence, arguing against a “molecular ruler” such as an alpha helix whose length dictates DNA linker length. Surprisingly, although the spacing activity of Chd1 is broadly distributed, the N-terminus of Chd1 appears to direct most of the increased measurement seen in *K. lactis*. This activity is primarily localized to the understudied region N-terminal to the chromodomains, a region that has not been structurally characterized and is generally deleted in biochemical assays. The mechanistic basis by which this domain alters internucleosome spacing will be of interest—possibilities include effects on Chd1 folding, ATPase activity, recruitment, or protein stability or levels, although this last possibility is unlikely given the similar protein levels we measure here (Figure S7). In addition, because the differences we measure here are similar in magnitude to those previously reported for *yta7*Δ and *rtt106*Δ yeast (Lombardi *et al.* 2015), it will be interesting to determine whether Yta7 or Rtt106 recruitment or activity is affected by the sequence of the Chd1 protein. At present, based on the distributed effects of sequence differences on quantitative linker length, we speculate that sequence differences between species could affect the overall activity of the Chd1 remodeler, but this hypothesis will be challenging to address in an *in vivo* context. Nonetheless, given the prominent role for the understudied N-terminus in nucleosome spacing uncovered here, this domain may be of interest in biochemical investigations of Chd1 in the future.

## Supplementary Material

Supporting Information

# Supplementary material for: Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing in Vivo
**Source:** G3 (Bethesda). 2015 Jul 14;5(9):1889–97. doi: 10.1534/g3.115.020271
**Supplement:** Supporting Information

Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing in Vivo — Supporting Information 

# Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing *in Vivo*

## Supporting Information for Hughes and Rando, 2015

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S8 (PDF, 1 MB)
- Figure S1 - Individual gene examples showing effects of *K. lactis CHD1* orthologue on nucleosome positioning. (PDF, 331 KB)
- Figure S2 - The *K. lactis CHD1* orthologue can direct wider spacing of *S. cerevisiae* nucleosomes from both plasmid and endogenous expression. (PDF, 263 KB)
- Figure S3 - Distribution of nucleosome spacing changes in *CHD1* swap strains. (PDF, 200 KB)
- Figure S4 - Differences between *S. cerevisiae* and *K. lactis* Chd1 that affect nucleosome spacing are distributed throughout the protein. (PDF, 238 KB)
- Figure S5 - Genome-wide data for N-terminal swaps. (PDF, 229 KB)
- Figure S6 - Distribution of nucleosome position changes in N-terminal swaps. (PDF, 141 KB)
- Figure S7 - Chd1 abundance is unaffected by *K. lactis* sequence. (PDF, 200 KB)
- Figure S8 - Example MNase digestions. (PDF, 552 KB)

# Supplementary material for: Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing in Vivo
**Source:** G3 (Bethesda). 2015 Jul 14;5(9):1889–97. doi: 10.1534/g3.115.020271
**Supplement:** Supporting Information

Figure S1

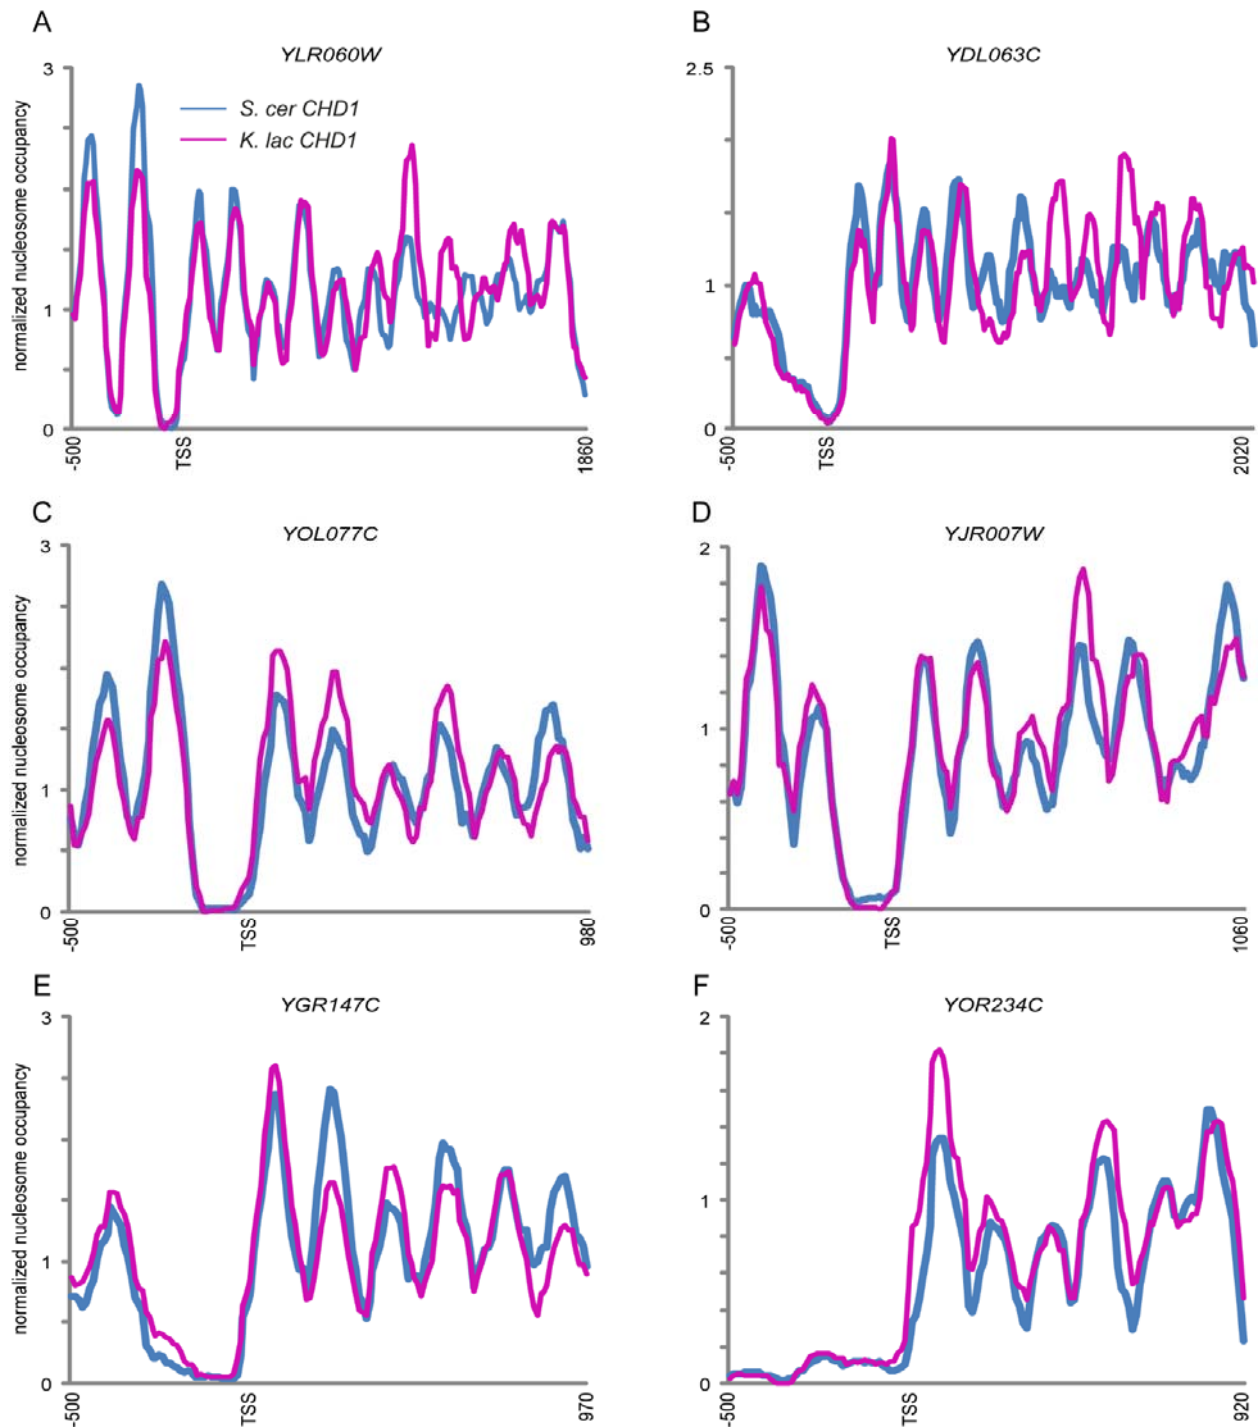

**Figure S1 Individual gene examples showing effects of *K. lactis* CHD1 orthologue on nucleosome positioning.** Six individual genes from the dataset shown in **Figure 2**, including examples with evident nucleosome shifts as well as genes with no discernable effects of the CHD1 swap.

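The 6 genes were read in calls from the mean of the 2 integrated samples of each strain, and coordinates are those of the R64 annotation. *FRS1* (YLR060W, chromosome XII from 260979 to 262766, plus strand) had its +7 nucleosome 954.6 bp from +1 with *S. cerevisiae CHD1* and 982.8 bp with *K. lactis CHD1*, a shift of 28.2 bp. It shifted inward at +2, +3 and +4, by -12.0, -12.0 and -0.6 bp, and outward at +5 and +6, by 5.0 and 10.9 bp. The only *K. lactis* replicate of *FRS1* with calls placed +7 at 971.9 bp. *SYO1* (YDL063C, chromosome IV from 338272 to 340134, minus strand) had a shift of 53.6 bp at +7, from 930.6 to 984.3 bp. *BRX1* (YOL077C, chromosome XV from 185848 to 186723, minus strand) reached +6, where the shift was 45.4 bp, from 764.3 to 809.7 bp. *SUI2* (YJR007W, chromosome X from 451020 to 451934, plus strand) shifted by 6.1 bp at +5. *NAT2* (YGR147C, chromosome VII from 786054 to 786920, minus strand) shifted by -9.1 bp at +5. *RPL33B* (YOR234C, chromosome XV from 778555 to 779405, minus strand) shifted by -4.6 bp at +6. A call in a single gene varies between replicates. The 2 *S. cerevisiae* replicates of *NAT2* placed the +5 nucleosome at 679.1 and 662.6 bp, further apart than the shift. In *SUI2* the 2 *S. cerevisiae* replicates placed the +5 nucleosome at 644.1 and 627.6 bp, also further apart than the shift. In *RPL33B* both *S. cerevisiae* replicates placed the +6 nucleosome farther from +1 than their mean profile did, at 740.3 and 740.4 bp, and the only *K. lactis* replicate with a call placed it at 762.5 bp, so that the direction of its shift at +6 is not settled, and at +4 it shifted by 16.5 bp. In *SYO1* the +7 nucleosome was called in neither *S. cerevisiae* replicate alone, only in their mean.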

# Supplementary material for: Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing in Vivo
**Source:** G3 (Bethesda). 2015 Jul 14;5(9):1889–97. doi: 10.1534/g3.115.020271
**Supplement:** Supporting Information

Figure S3

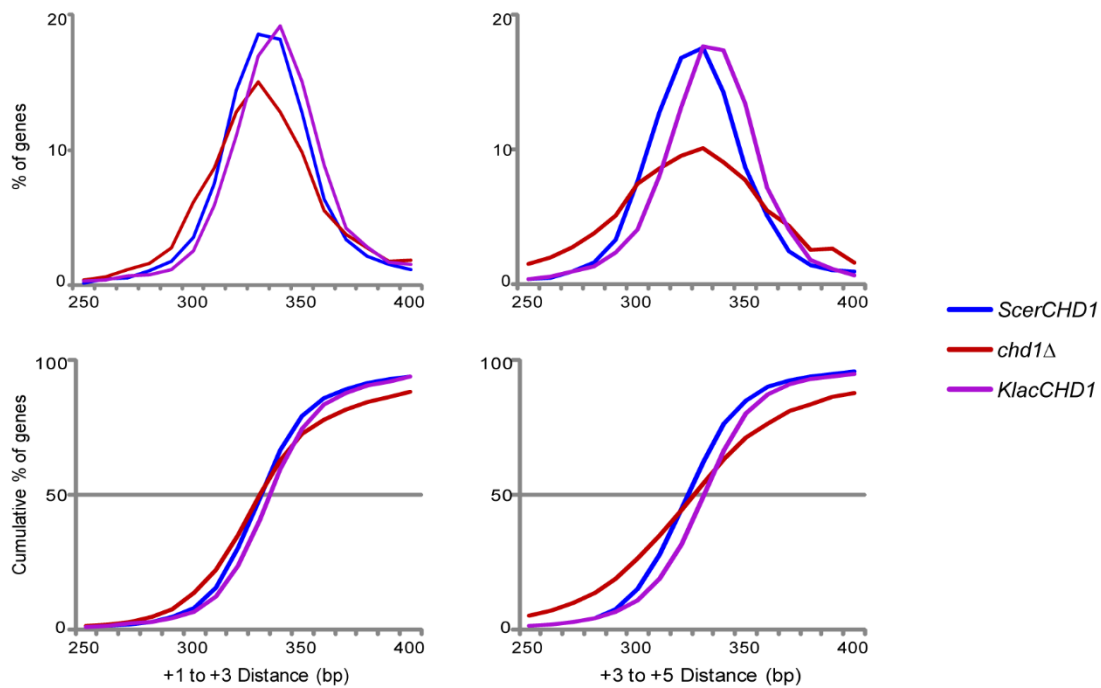

**Figure S3 Distribution of nucleosome spacing changes in *CHD1* swap strains.** Quantitation of internucleosome distances in the three strains detailed in **Figure 2A**. For each nucleosome mapping dataset, nucleosome positions were called as in (WEINER *et al.* 2010). Left panels show distances from all ORF +1 nucleosomes to the corresponding +3 nucleosome, while right panels show +3 to +5 nucleosome distances. Top panels show the histogram of all such distances for the three strains, color-coded as in (A), while bottom panels show the same data as cumulative distribution plots. A replicate for these integrated strains as well as 2 replicates for plasmid-borne *CHD1* strains are shown in **Supplemental Figure S2**.

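The mean distance from +1 to +3 was 332.6 ± 1.2 bp with *S. cerevisiae CHD1* integrated, 337.6 ± 1.6 bp with *K. lactis CHD1* integrated and 333.4 ± 0.5 bp in *chd1*Δ (SD of 2 replicates). From +3 to +5 it was 327.3 ± 0.7 bp, 333.5 ± 0.3 bp and 334.6 ± 0.04 bp. The medians over genes for +3 to +5 were 326.0 ± 1.1 bp, 332.9 ± 0.2 bp and 333.4 ± 0.6 bp. On the plasmid, the +1 to +3 distance was 335.0 ± 0.8 bp with *S. cerevisiae CHD1* and 338.2 ± 0.6 bp with *K. lactis CHD1*, and the +3 to +5 distance was 330.7 ± 0.5 bp and 335.5 ± 0.3 bp. Distances are between centers of calls made from the 10 bp rows and not from Template Filtering of the reads. A distance enters only where both calls exist, in 3593 and 4044 genes for +1 to +3 in the *S. cerevisiae* integrated replicates. From +3 to +5 this left 1481 and 1575 genes in *chd1*Δ, against 2279 and 2800 with *S. cerevisiae CHD1* integrated. Among genes called in both strains, *chd1*Δ shifted from *S. cerevisiae CHD1* by -1.81 bp at +3 and 1.59 bp at +5. With each nucleosome matched to the nearest call within 80 bp, these shifts were -2.44 and -2.98 bp. The longer *chd1*Δ distance from +3 to +5 thus depends on the genes and calls used.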

# Supplementary material for: Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing in Vivo
**Source:** G3 (Bethesda). 2015 Jul 14;5(9):1889–97. doi: 10.1534/g3.115.020271
**Supplement:** Supporting Information

Figure S4

A

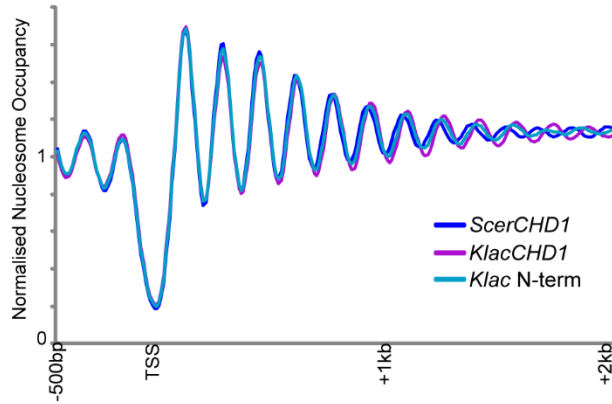

B

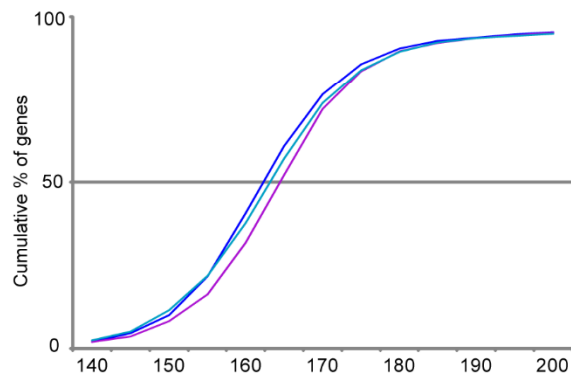

C

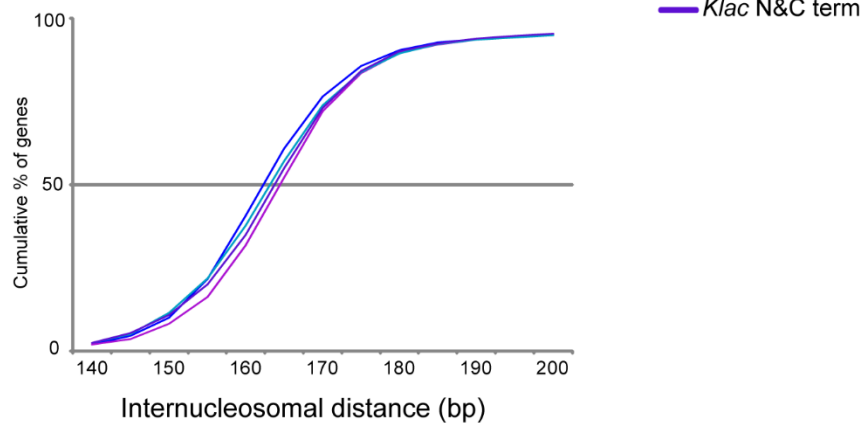

**Figure S4 Differences between *S. cerevisiae* and *K. lactis* Chd1 that affect nucleosome spacing are distributed throughout the protein.** (A) Genome-wide nucleosome mapping data are shown for strains carrying both species' *CHD1* orthologs, and for a strain carrying a chimaeric *CHD1* with only the N-terminal portion of the *K. lactis* ortholog. (B-C) Cumulative distribution plots of internucleosome distances for the indicated chimaeric *CHD1* strains.

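The median over genes of the average internucleosome distance was 164.52 ± 0.49 bp with *S. cerevisiae CHD1* and 166.93 ± 0.25 bp with *K. lactis CHD1* (integrated strains, SD of 2 replicates). It was 165.93 bp for the N-term chimera, 165.38 bp for C-term, 166.70 bp for N+C-term and 164.24 bp for ATPase (no replicates). A cumulative plot of such distances moves to the right by about the change of this median, which was 1.40 bp for N-term, 0.86 bp for C-term, 2.18 bp for N+C-term and -0.29 bp for ATPase, against 2.41 bp for the full-length gene.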

# Supplementary material for: Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing in Vivo
**Source:** G3 (Bethesda). 2015 Jul 14;5(9):1889–97. doi: 10.1534/g3.115.020271
**Supplement:** Supporting Information

Figure S5

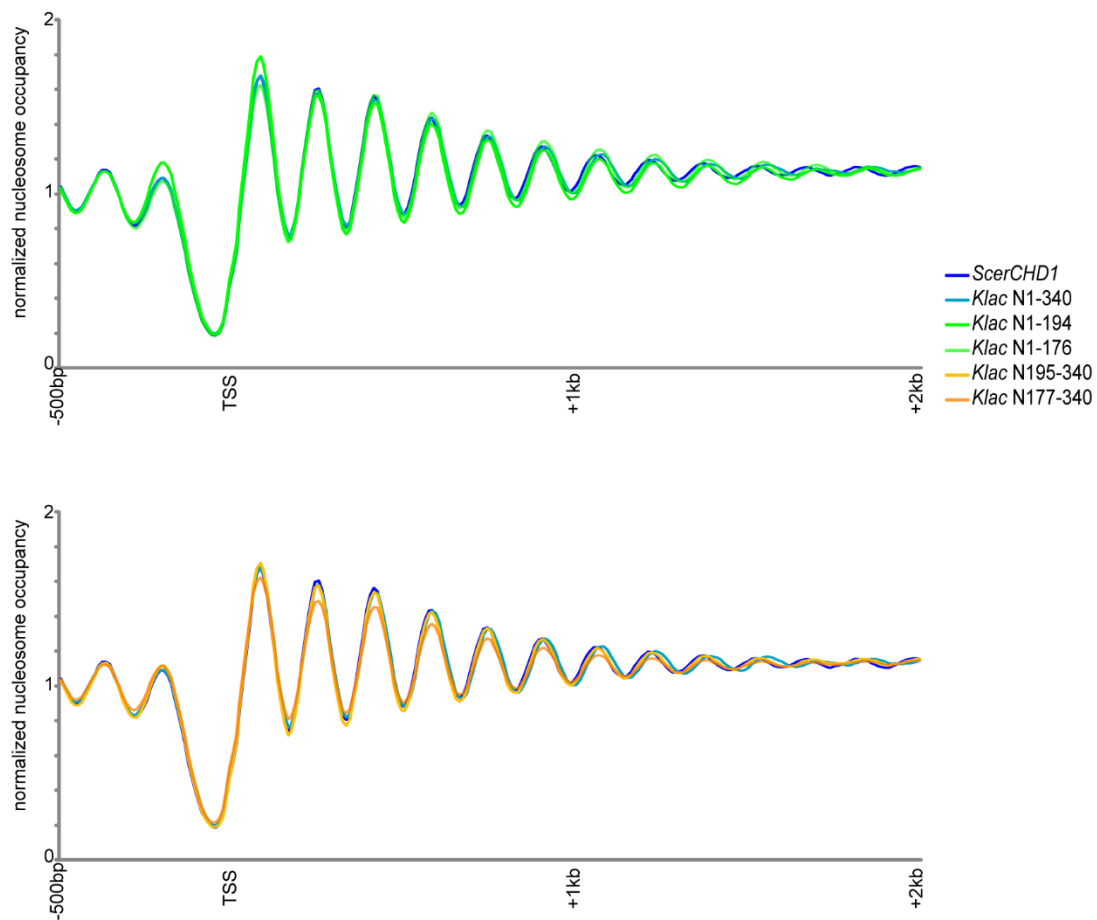

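The average profiles of the N-terminal swaps had their +7 peak at 989.1 bp from the +1 peak in N1-194, 988.5 bp in N1-176, 983.7 bp in N177-340 and 986.7 bp in N195-340. The same distance was 979.5 bp in both *S. cerevisiae CHD1* integrated samples and 1001.0 and 1001.1 bp in the *K. lactis CHD1* integrated samples. The peak-to-trough amplitude over +4 to +7 was 0.386 in N1-194, 0.365 in N1-176, 0.354 in N177-340 and 0.273 in N195-340, against 0.344 and 0.345 in the *S. cerevisiae* samples. Each N-terminal swap has 1 sample.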

**Figure S5 Genome-wide data for N-terminal swaps.** Averaged TSS-aligned genome-wide nucleosome mapping data for the strains shown in **Figure 5**.

# Supplementary material for: Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing in Vivo
**Source:** G3 (Bethesda). 2015 Jul 14;5(9):1889–97. doi: 10.1534/g3.115.020271
**Supplement:** Supporting Information

Figure S6

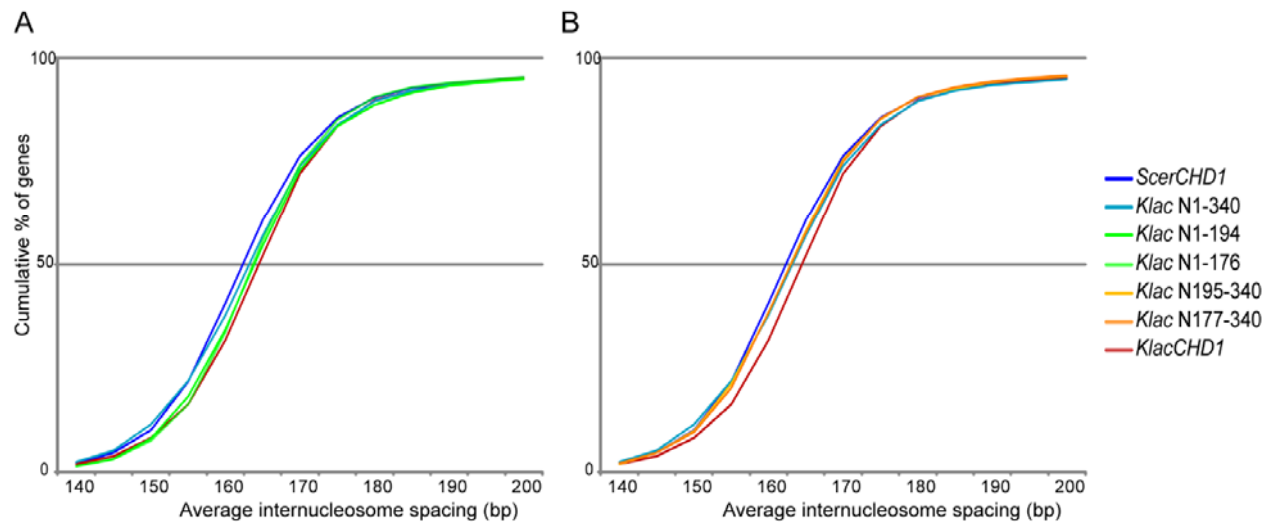

**Figure S6 Distribution of nucleosome position changes in N-terminal swaps.** Cumulative distribution data for internucleosome distances for Chd1 swaps affecting the indicated domains. Note the significant effect of swaps affecting the unstructured N-terminal 180 amino acids (A), and the lack of effect of swaps altering the chromodomains (B).

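In calls of single genes, the median internucleosome distance was 165.27 bp in N1-176 and 165.00 bp in N1-194, changes of 0.75 and 0.47 bp from *S. cerevisiae CHD1*. In the chromodomain swaps it was 164.75 bp in N177-340 and 165.32 bp in N195-340, changes of 0.22 and 0.79 bp. The 2 reference replicates differed in this median by 0.70 bp, so that only the changes of N1-176 and N195-340 exceed that difference. The repeat length of the average profile, whose reference replicates differed by 0.02 bp, separated the constructs better and changed by 1.54 and 1.65 bp for the N-terminal swaps and by 0.73 and 1.17 bp for the chromodomain swaps. The paper's legend contrasts an effect of the N-terminal swaps with a lack of effect of the chromodomain swaps.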

# Supplementary material for: Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing in Vivo
**Source:** G3 (Bethesda). 2015 Jul 14;5(9):1889–97. doi: 10.1534/g3.115.020271
**Supplement:** Supporting Information

Figure S7

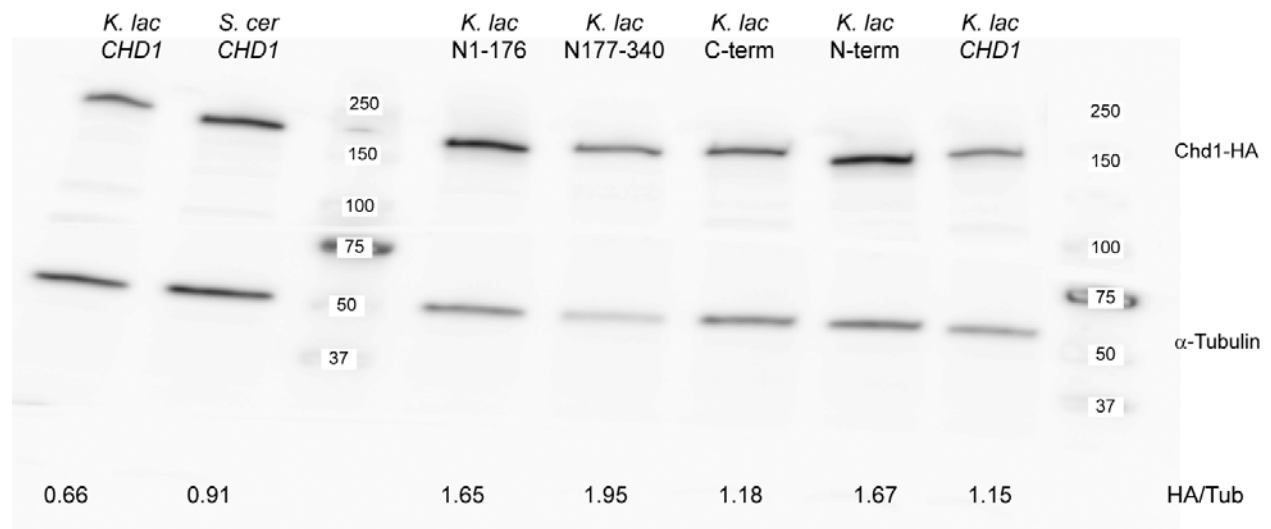

**Figure S7 Chd1 abundance is unaffected by *K. lactis* sequence.** Lysates of HA-tagged Chd1 strains were blotted for HA and  $\alpha$ -tubulin (control), showing no correlation between Chd1 protein abundance and in vivo nucleosome spacing activity.

# Supplementary material for: Comparative Genomics Reveals Chd1 as a Determinant of Nucleosome Spacing in Vivo
**Source:** G3 (Bethesda). 2015 Jul 14;5(9):1889–97. doi: 10.1534/g3.115.020271
**Supplement:** Supporting Information

Figure S8

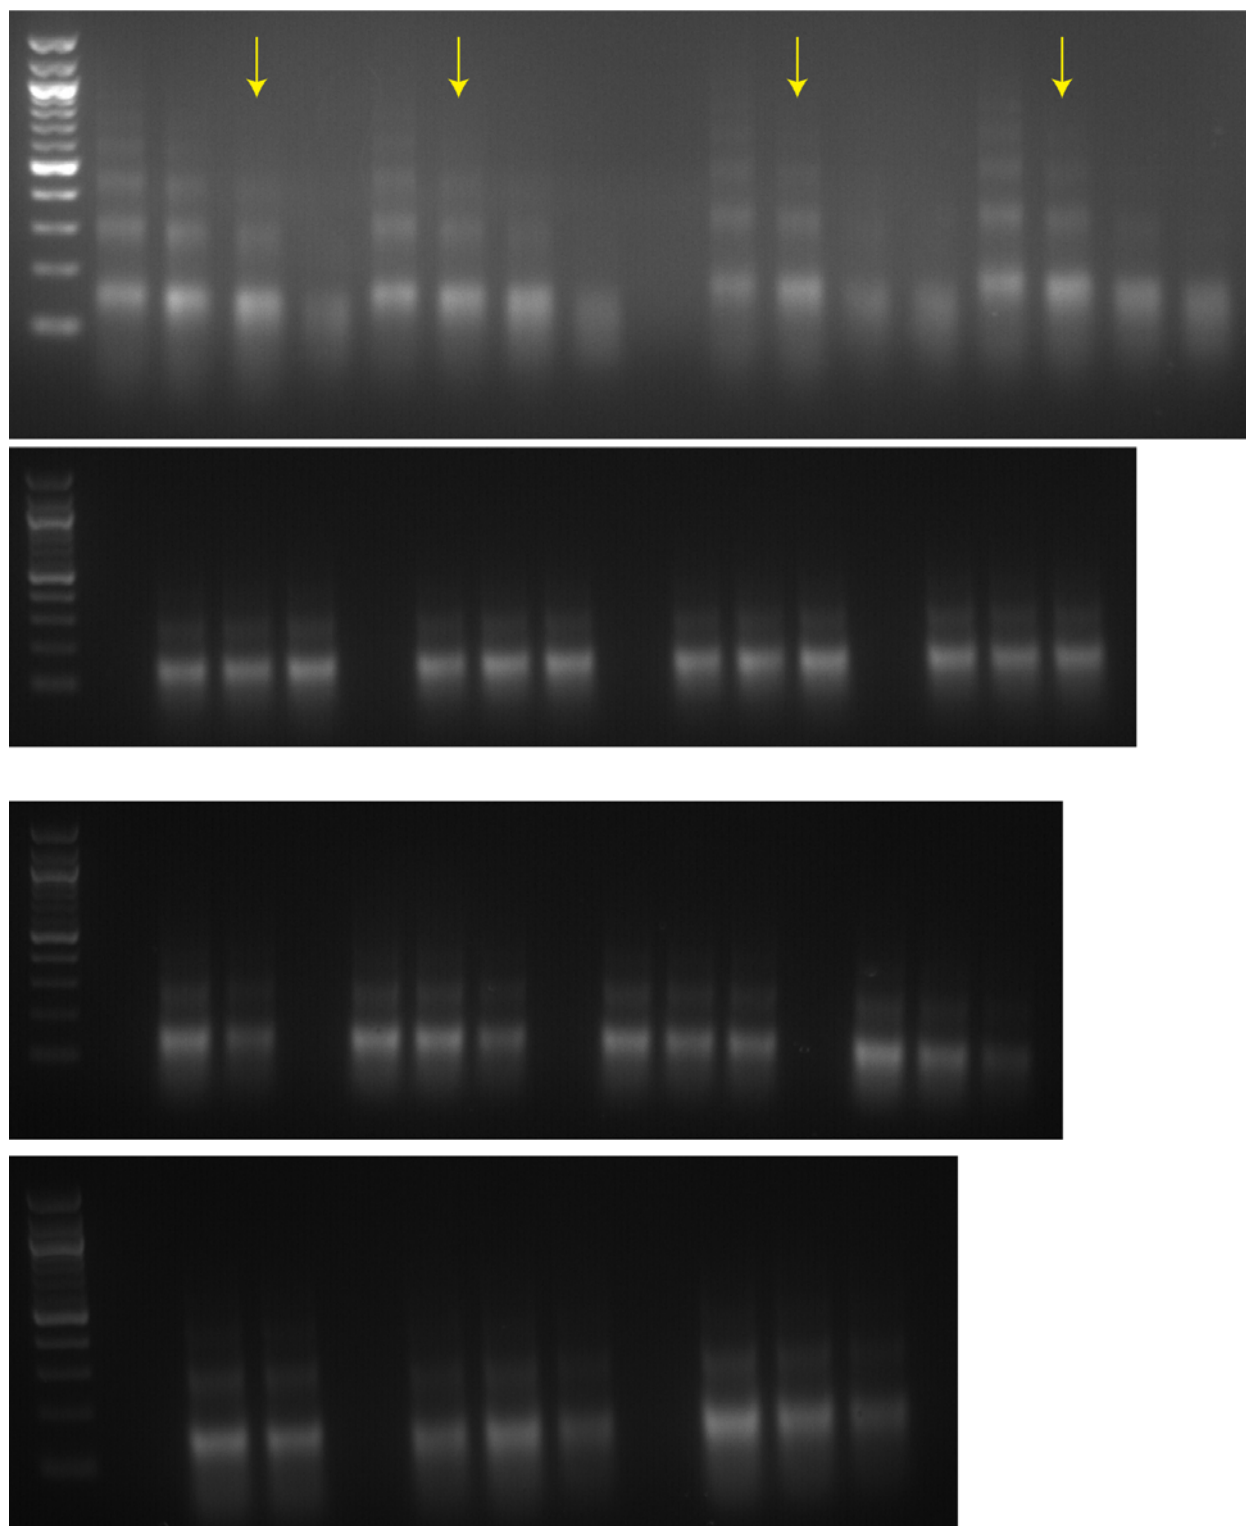

**Figure S8 Example MNase digestions.** Four representative experiments, with top panel showing a wide MNase titration for four strains – yellow arrows indicate the MNase level chosen for purification of mononucleosomal DNA. For the remaining three panels, MNase level was titrated more closely around a target concentration, resulting in more similar laddering for each titration step.

How the deposited data were processed for this re-analysis (not part of the article)

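Nucleosome occupancy was analysed in 22 samples of *S. cerevisiae*, 4 from the *HHO1* and *ISW1* experiment, 10 from the *CHD1* deletion and swap experiment (5 strains with 2 replicates each) and 8 from chimeric *CHD1* strains with 1 sample each. The files hold a normalized signal that the authors made from MNase-Seq reads. The authors split the reads by barcode with Novobarcode, aligned them to SacCer3 with bowtie2, kept uniquely mapped reads, extended them to the fragment length inferred from the correlation between strands, counted them per base with genomeCoverageBed, set the genome average to 1 and averaged the signal in 10 bp bins from 500 bp upstream of the edge of the +1 nucleosome. Rows of the *CHD1* files run to the end of the gene, in 61 to 1541 bins, and those of the *HHO1* and *ISW1* files to 1000 bp. The 5263 genes present in every sample were used, of which 5258 were found in the R64 annotation, which gave the coordinates. The samples were grouped by the labels and the paper, and no sample was left out.

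The depth of each sample was derived from the values, at least 99.8% of which lie on steps of the occupancy that a single read adds. It was 39.1 to 57.5 extended reads per base in the *HHO1* and *ISW1* samples, 7.6 to 13.9 in replicate 1 and 71.5 to 117.97 in replicate 2 of the *CHD1* swap samples, 39.8 to 49.1 in the 4 domain chimeras and 213.8 to 269.3 in the N-terminal chimeras. Depth limits calls in single genes more than average profiles. The repeat length differed by at most 0.0984 bp between the shallow and the deep replicate of a strain with *CHD1*, while the shift of the +7 nucleosome between the reference replicates was -1.45 bp. The replicates of a strain differed by 0.87 to 2.74 times the expected sampling noise in squared difference, against at least 9.24 times between strains. This comparison does not show whether the replicates, which the paper calls biological, come from separate cultures. As the more cautious count, a mean ± SD over strains takes the replicates of a strain as 1 sample, and the tests are given for both counts.

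From the average profile, the +1 peak and each next peak, 120 to 210 bp on, were located as a maximum and refined with a parabola over 50 bp on either side. The repeat length is the slope of peak position on nucleosome number over +1 to +7, or +1 to +6 in rows that end at 1000 bp. Nucleosomes of single genes were called as maxima after smoothing with a Gaussian of SD 30 bp, with a prominence of at least 0.1. The first call at 0 to 160 bp past the +1 edge was taken as +1. Each later call was numbered by adding its gap to the call before it, in steps of 165 bp and rounded, and shifts of 150 bp or more were left out, as in the paper. Template Filtering, which the paper used, needs reads, and was not run. Intervals are 95% percentile intervals over 1000 bootstrap resamples of the genes. They describe the choice of genes, and genes of a sample are not independent replicates. Groups of samples were compared with exact permutation tests, and paired samples with exact sign permutation tests. For the +7 shift, each *S. cerevisiae CHD1* sample was measured against the mean of its own construct, itself included. The permutation p of that shift is therefore not one of independent groups, under any setting. The genes named are those of Figure S1, the deleted or swapped genes and the marker genes in the methods, a rule that uses no measured value. The calculations used Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and the plots matplotlib 3.10.9.

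The numbering across gaps was not the first choice. Calls were first counted in order from +1, and 21 settings of smoothing, prominence and matching were tried on the files in that way, in 7 combinations of smoothing and prominence. The method was then tested on simulated data, with 2000 genes, 4 repeat lengths from 160 to 169 bp and 4 depths from 8 to 200 reads per base. Counting in order missed the simulated +7 shift by up to 38.9 bp with even occupancy and 38.2 bp with uneven occupancy, because each missed call renumbers those after it. Numbering across gaps missed it by at most 0.65 bp with even occupancy and 2.46 bp with uneven occupancy. With fragments of 150 bp, where neighboring nucleosomes merge, the error of the numbering across gaps rose to 7.81 bp and that of counting in order to 96.98 bp. The repeat length of the average profile missed the simulated value by at most 0.35, 0.53 and 1.51 bp in these 3 cases, and differences of repeat length by at most 0.12, 0.14 and 0.51 bp. The numbering was therefore chosen after values from the files had been seen.

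The alternatives were a minimum gene length of 1200 bp, a smoothed average profile, the slope over +3 to +7, genes scaled to their own mean, a minimum mean occupancy of 0.5 (5015 genes), Gaussians of SD 20 and 40 bp, a prominence of 0.3, shifts under 80 bp, matching to the nearest call within 80 bp, each replicate left out, the replicate number as a block, each construct alone, replicates counted as 1 sample, and counting without allowing for gaps. Wild-type BY4741, polymerase and histone turnover data are not in the files analysed here, so the comparisons that need them were left out.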

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

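The results flagged are signals in parts of the data that the paper does not analyse. The design was not made to compare the copy number or the plasmid content of the strains. The explanations weighed below were checked only against the same samples and the annotation. The predictions for the mislabelled samples, the sequencing batch, the MNase digestion and the spacing of the genes were written before the result was seen. All other predictions tested here were made only after the result was seen. Apart from these signals, the samples of 9 groups were tested for a sample far from the others, and 0 groups had one.

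The coding region of *IOC3* (YFR013W) had an occupancy of 0.6505 in the *ioc3*Δ*isw1*Δ sample and 0.6767 in the *K. lactis IOC3 ISW1* sample, where a deleted gene gives a value near 0. This was flagged because the paper does not analyse coverage of the deleted genes. In the *HHO1* and *ISW1* files only a 5′ part of the 2364 bp is covered, since rows end 1000 bp past the +1 edge. In the *CHD1* files the whole coding region is covered. In the 8 samples whose label says that *S. cerevisiae CHD1* or *HHO1* is absent, occupancy over the absent coding region was at most 0.0138. An exchange with a sample that carries the gene was therefore excluded for these loci. This coverage cannot show an exchange among samples that all lack the gene, such as the *HHO1* samples. Over *IOC3* all other samples had 1.17 to 1.35, so an exchange with any of them predicts more than the highest value here, 0.6767. The value also lies far above 0, and the pattern cannot be told apart from a mislabelled sample of a strain outside the study. Relative to the *HHO1* strains, *IOC3* stood at 0.5314 and the marker *URA3* (YEL021W) at 0.5728 in *ioc3*Δ*isw1*Δ, and at 0.5528 and 0.4295 in *K. lactis IOC3 ISW1*. A mixed culture, or a diploid with an intact copy, predicts such partial levels at both genes only if *URA3* replaced 1 of the deleted genes. The methods state that each gene was deleted with *URA3*, and with the marker at both *IOC3* and *ISW1* these explanations predict a higher level of *URA3* than was seen. The pattern cannot be told apart from a mixed culture or a diploid, and neither is shown. Reads shared with a paralog would leave most windows of the gene near 0, but the lowest of the 8 windows of 100 bp in the covered 5′ part stood at 0.4234 of the *HHO1* strains. *ISW1* itself has no row in the files, so its deletion could not be checked.

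A segment of chromosome V from YER139C to YER158C (450563 to 490578, 19 genes of the files) had raised occupancy in 4 samples, flagged because it lies outside the genes the paper discusses. Relative to other samples it stood at 1.8670 and 1.8248 in the *K. lactis CHD1* integrated replicates 1 and 2, 1.9122 in the C-term chimera and 1.8920 in the N+C-term chimera, and at 0.95 to 1.10 in the other 14 *CHD1* samples. The raised genes end 1242 bp from the Ty1 element YERCTy1-1 on the left and 2116 bp from YERCTy1-2 on the right, which is consistent with a duplication by recombination between these elements. GC content leaves all 4 raised runs in place after correction. The segment ends 14813 bp before *CHD1*. The repeat length increase with *K. lactis CHD1* was 3.1194 bp without the genes of the segment, and 2.6348 bp in the plasmid strains, which lack the raised occupancy. For the chimeras, the change of the C-term strain was 1.5510 bp without these genes. Every strain with an integrated *K. lactis* C-terminus has the raised segment and the other integrated strains lack it. If the segment is duplicated, an effect of its genes on spacing elsewhere cannot be told apart from an effect of the C-terminus. The same limit holds where chimeras without the raised segment are set against the full-length integrated strain.

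Chromosome XII had an occupancy ratio of 1.3935 in the *ioc3*Δ*isw1*Δ sample over 437 genes, against 0.95 to 1.03 in the other 21 samples, and the other chromosomes of that sample stood at 0.95 to 0.99. This was flagged as a signal outside the paper's questions. After correction for GC content 1 raised run was left, so GC content is not its source. An extra copy of the chromosome in part or all of the cells was not tested. The difference of repeat length between *K. lactis IOC3 ISW1* and *ioc3*Δ*isw1*Δ was 1.4311 bp without the genes of chromosome XII. Leaving out these genes does not test an effect of an extra chromosome on spacing elsewhere.

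*HIS3* (YOR202W) had an occupancy of 2.4105 and 2.2798 in the *S. cerevisiae CHD1* plasmid replicates and 3.1034 and 3.0782 in the *K. lactis CHD1* plasmid replicates, against 0.79 to 1.16 in the other *CHD1* samples. The paper names a vector with a *LEU2* marker for *CHD1* and does not analyse the marker genes, which is why it was flagged. *LEU2* was at most 5.59e-04 in the 4 plasmid samples, which is consistent with a vector that carries *HIS3* and not *LEU2*.

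Occupancy was far above that of all other samples in single 10 bp bins of 3 genes, flagged as signals at genes the paper does not discuss. It was 6.3736 in YDL176W in the N-term chimera (1840 bp past the +1 edge, at most 2.17 in other samples), 33.3548 in YJL193W in the *S. cerevisiae CHD1* plasmid replicate 2 (-190 bp, at most 2.64) and 7.9717 in YNR052C in the *K. lactis CHD1* integrated replicate 2 (1350 bp, at most 2.29). The raised stretches are 110, 100 and 100 bp wide, measured midway up the peak. That is no longer than a nucleosome fragment, and repeated copies of a single fragment are a candidate source.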

How the results depend on the processing

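The alternatives and the tests were set before the processed files arrived, except for counting replicates of a strain as 1 sample, numbering calls across gaps, and every setting that counts calls without allowing for gaps, which were chosen after values had been seen. Of 24 results, 2 were counted as the same under every alternative. They are the amplitude of *chd1*Δ relative to *S. cerevisiae CHD1* and the repeat length change of the extreme N-terminus minus that of the chromodomains. Their main exact permutation p of 0.33 is the smallest that 2 against 2 allow, so a loss of significance could not be seen. Their values ran from 0.201 to 0.239 and from 0.56 to 0.76 bp. Of 270 alternative rows, 186 were the same, 37 moved, 22 were weaker and 25 reversed.

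The comparisons of *K. lactis* with *S. cerevisiae CHD1* kept their direction but not their p under alternatives with fewer units. The repeat length increase was 3.12 bp with the replicate block (paired samples), 3.61 bp in the integrated strains, 2.63 bp in the plasmid strains and 3.12 bp with replicates counted as 1 sample. The +7 shift was 11.45, 12.80, 10.19 and 11.50 bp under the same 4 settings, and the increase of the median internucleosome distance 2.11 bp with the paired block, 2.41, 1.81 and 2.11 bp. None of these designs can give an exact p under 0.13 for the block or 0.33 for the rest. With each sample left out in turn, the repeat length increase ran from 2.77 to 3.48 bp, the +7 shift from 10.66 to 12.33 bp, the increase of the median distance from 1.84 to 2.36 bp and the amplitude ratio from 0.2256 to 0.2387, which was 0.232 with the replicate block.

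The +7 shift reversed when calls were counted without allowing for gaps, to -4.85 bp at the main smoothing and prominence, -1.90 bp (Gaussian of SD 20 bp), -8.15 bp (SD 40 bp), -1.82 bp (prominence 0.3) and -0.89 bp (prominence 0.02). It was weaker at 3.83 bp (SD 20 bp, prominence 0.02), 4.84 bp (SD 10 bp, prominence 0.02), 3.09 bp (SD 40 bp, shifts under 80 bp) and 6.4 bp (prominence 0.3, shifts under 80 bp). In the remaining settings without gaps allowed for, all with shifts under 80 bp or the nearest call, it kept its direction and its p of 0.0286, at 5.87 to 11.15 bp. The median distance rose without gaps allowed for by 13.77 bp, 9.90 bp (SD 20 bp), 16.22 bp (SD 40 bp), 11.10 bp (prominence 0.02), 5.61 bp (SD 20 bp, prominence 0.02) and 2.67 bp (SD 10 bp, prominence 0.02). These increases exceed the main 2.11 bp, but their exact permutation p was higher, at 0.14 to 0.74. At prominence 0.3 the median distance rose by 13.28 bp, with an exact permutation p of 0.0286. In this counting a missed call makes a later nucleosome take an earlier number, and missed calls differ between samples with depth, which could explain these changes. On simulated genes counting in order missed the shift by up to 38.9 bp with even occupancy and by up to 96.98 bp with fragments of 150 bp.

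The increase after +3 minus that before +3 had no stable direction in the shifts of single genes. It was 0.28 bp per linker in the main fit, ran from 0.13 to 0.558 bp with each sample left out, was 0.32 bp without the paired block, and reversed to -0.043 bp (SD 40 bp), -0.186 bp (nearest call) and -0.054 bp (integrated strains). Without gaps allowed for it was -2.35 bp, -0.220 bp (shifts under 80 bp) and -0.423 bp (nearest call) at the main smoothing. At SD 20 bp it was -2.42, -0.036 and -0.119 bp, at SD 40 bp -1.14, -1.10 and -1.69 bp, and at prominence 0.02 -2.68, -0.407 and -0.285 bp under the same 3 settings. At prominence 0.3 it was 0.891 bp (exact permutation p = 0.13, the smallest possible), -1.22 bp with shifts under 80 bp and -1.82 bp with the nearest call. At SD 20 bp with prominence 0.02 it was -1.48, 0.124 and 0.121 bp, and at SD 10 bp with prominence 0.02 -0.718, 0.189 and -0.058 bp, without a further filter, with shifts under 80 bp and with the nearest call. Matching to the nearest call within 80 bp leaves out larger shifts and this could lower the increase after +3 in the row at -0.186 bp.

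The slope over the later nucleosomes moved every difference of repeat length without a test. It gave 1.58 bp for *HHO1*, 3.01 bp for *IOC3 ISW1*, -1.01 bp for ATPase, 2.02 bp for C-term, 2.95 bp for N-term, 4.12 bp for N+C-term, 1.88 bp for N1-176, 2.05 bp for N1-194, 0.90 bp for N177-340 and 1.52 bp for N195-340. This slope leaves out the 5′ nucleosomes, where strains differed less. The other alternatives stayed within the intervals over genes.

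The +7 shifts of the chimeras moved with the smoothing. At SD 40 bp they were 3.11 bp for C-term, 4.56 bp for N-term, 6.38 bp for N+C-term, 3.31 bp for N1-176, 2.67 bp for N1-194 and 0.24 bp for N195-340, and at SD 20 bp 8.91 bp for N+C-term. At prominence 0.3 they were 3.08 bp for C-term, 4.96 bp for N-term, 3.01 bp for N1-176 and 0.32 bp for N195-340. Without gaps allowed for they were 2.86 bp for ATPase, -2.30 bp for C-term, -3.88 bp for N-term, -8.07 bp for N+C-term, -9.19 bp for N1-176, -14.00 bp for N1-194, -8.19 bp for N177-340 and -0.84 bp for N195-340. With each reference replicate left out they ran from -3.25 to -1.96 bp for ATPase, 3.74 to 5.50 bp for C-term, 5.64 to 7.12 bp for N-term, 7.63 to 9.45 bp for N+C-term, 3.29 to 5.44 bp for N1-176, 3.52 to 4.96 bp for N1-194, 0.36 to 2.07 bp for N177-340 and 0.88 to 2.22 bp for N195-340. Replicate 1 of the reference has 13.9 extended reads per base and replicate 2 116.7, so that the shallow replicate limits these shifts.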

Differences from the paper's values

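Of 16 values compared, 9 were counted as different from the paper's, because the gap exceeded an SD of 2 replicates or of 2 strain pairs. That SD ran from 0.058 bp for the +6 shift to 1.88 bp for the +2 shift, and leaves out the error of reading by eye. The count is therefore a rough one. In the integrated strains the +4 nucleosome shifted by 6.29 bp, against the paper's about 5.7 bp in Fig. 2B, read by eye. Of the alternatives set before the files arrived, a minimum prominence of 0.3 gave 5.77 bp and falls within the paper's value, and the rest do not. Counting calls without allowing for gaps gave 5.68 bp with a Gaussian of SD 20 bp and a prominence of 0.02, and 5.55 bp with SD 10 bp, a prominence of 0.02 and the nearest call within 80 bp, and both settings were chosen after seeing the values. The +6 nucleosome shifted by 10.52 bp, against the paper's about 11 bp in Fig. 2B, read by eye, and only the replicate block, with 10.99 bp, closed the gap.

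After the +3 nucleosome, the spacing increased by 2.00 bp per linker in calls of single genes, against the paper's 3 bp. None of the alternatives for these shifts closed the gap. Over all genes with both calls, the mean distance from +3 to +5 was 333.5 bp with *K. lactis CHD1* integrated against 327.3 bp with *S. cerevisiae CHD1* integrated. Per linker this is close to the paper's value. On the plasmid the distances were 335.5 and 330.7 bp, a smaller increase. In the peaks of the average profile, a measure other than the calls, the increase after +3 was 3.6 bp per linker.

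For the chimeras the shift of the +7 nucleosome was 6.04 bp in N-term, against the paper's about 8.2 bp in Fig. 5B, read by eye, and no alternative closed the gap. It was 7.87 bp in N+C-term, against the paper's about 10 bp in Fig. 5B, read by eye, and leaving out replicate 1 of the *S. cerevisiae CHD1* integrated strain gave 9.45 bp, the only alternative set before the files arrived that closed the gap. It was 4.42 bp in N1-176, against the paper's about 7.0 bp in Fig. 5C, 4.14 bp in N1-194, against the paper's about 8.4 bp in Fig. 5C, and 1.49 bp in N195-340, against the paper's about 3.4 bp in Fig. 5C, all read by eye, and no alternative closed these gaps. It was 1.18 bp in N177-340, against the paper's about 2.5 bp in Fig. 5C, read by eye. There a Gaussian of SD 20 bp gave 1.64 bp, shifts under 80 bp 1.70 bp, the nearest call within 80 bp 1.59 bp and leaving out replicate 1 of the reference 2.07 bp, which fall within the paper's value, and the other alternatives do not.

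In directions and rankings, the paper states no increased spacing in the *HHO1* and *ISW1* swap strains, while the repeat length was longer by 1.03 bp with *K. lactis HHO1* and by 1.59 bp with *K. lactis IOC3 ISW1* than in the deletion strains. The median internucleosome distance showed almost no increase for *HHO1*, at 165.59 against 165.55 bp. For *IOC3 ISW1* it was 167.30 against 166.51 bp. On simulated genes with uneven occupancy this median was off by up to 1.19 bp, so it does not settle the question. The paper states a stronger effect after the +3 nucleosome than before it. In shifts of genes called in both strains the difference was 0.28 bp per linker, with an exact permutation p of 0.5. In the peaks of the average profile the increase was larger after +3 in each of the 4 pairs, by 1.29 to 1.70 bp per linker. The mean distances over all genes with both calls also increased more from +3 to +5 than from +1 to +3 in each of the 4 pairs. Both have the direction the paper states. The legend of Figure S6 states no effect of the chromodomain swaps, while their repeat length changed by 0.73 bp in N177-340 and 1.17 bp in N195-340. In Fig. 5C the shift of N1-194 is larger than that of N1-176, while the shifts here were 4.14 and 4.42 bp, with overlapping intervals.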

Other observations

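The repeat length increase with *K. lactis CHD1* was weighed against technical explanations. Within sequencing batches, the smaller of the increases in replicate 1 and in replicate 2 was 3.0982 bp, so the batch is not the source. Occupancy in the nucleosome-depleted region, a measure of MNase digestion, differed by 6.63e-04 between *K. lactis* and *S. cerevisiae* samples (exact permutation p = 0.886, 4 samples against 4), by 0.0193 in the integrated strains and by -0.0179 in the plasmid strains. The smallest increase among quartiles of GC content and both constructs was 2.3667 bp, and the largest change of repeat length between the shallow and the deep replicate of a strain with *CHD1* was 0.0984 bp. Without the genes of the chromosome V segment the increase was 3.1194 bp, which does not test an effect of those genes on spacing elsewhere. Strains with the same *S. cerevisiae* Chd1 differed by 2.0695 bp between plasmid and integrated constructs. These also differ in medium and in occupancy over *CHD1*, so that value does not measure variation between strains of the same construct. Each construct has 1 strain for each species, so a part of the increase cannot be told apart from differences between strains beyond *CHD1*.

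The differences of repeat length in the *HHO1* and *ISW1* strains were 1.03 and 1.59 bp, and 1.58 and 3.01 bp for the slope from +3 on. Strains with the same *S. cerevisiae* Chd1 differed by 2.0695 bp, which is more than 3 of these 4 values. That comparison includes a change of medium, while the *HHO1* and *ISW1* samples share a medium, and a change of occupancy over *CHD1*. It therefore does not measure variation between strains or cultures, and such variation was not tested. The differences cannot be told apart from digestion, because nucleosome-depleted region occupancy differed by 0.0583 between *K. lactis HHO1* and *hho1*Δ and by 0.0345 between *K. lactis IOC3 ISW1* and *ioc3*Δ*isw1*Δ. Depth changes the repeat length by at most 0.0984 bp in strains with *CHD1*, which is less than these differences.

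A hypothesis that genes with tight spacing shift more was tested with quartiles of internucleosome distance in the *HHO1* and *ISW1* samples, which carry the native *CHD1*. From the tightest to the widest quartile (medians 157.9, 164.4, 169.1 and 177.4 bp), the increase of repeat length was 3.25, 2.96, 2.56 and 2.26 bp and the +7 shift 12.2, 12.3, 11.5 and 9.6 bp. The tightest minus the widest quartile was 0.9856 bp in repeat length, positive in 4 of 4 pairs (exact permutation p = 0.13, the smallest possible), and 2.6177 bp in the +7 shift, positive in 3 of 4 pairs (exact permutation p = 0.25). With 4 pairs neither can be told apart from chance.

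Occupancy across genes followed GC content in the *K. lactis CHD1* plasmid samples, with a Spearman correlation across genes of the log2 ratio to the other samples of 0.6630 in replicate 1 and 0.7206 in replicate 2. Genes are not independent replicates, and the 2 values are from 22 such correlations, 1 for each sample, so no p is given. The 26 and 22 runs of raised or lowered genes in these samples fell to 0 after correction for GC content, so GC content is a candidate explanation of the regional variation.

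Between the +1 edge and the coding start of *CHD1* (363 bp), occupancy was 2.52 and 2.94 in the *S. cerevisiae CHD1* plasmid samples and 1.31 and 1.13 in the *K. lactis CHD1* plasmid samples. It was 0.81 to 1.17 in the other *CHD1* samples.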
